# Characteristics of Circular RNA Expression Profiles of Porcine Granulosa Cells in Healthy and Atretic Antral Follicles

**DOI:** 10.3390/ijms21155217

**Published:** 2020-07-23

**Authors:** Li Meng, Katja Teerds, Jian Tao, Hengxi Wei, Marcel Jaklofsky, Zhihong Zhao, Yaodi Liang, Li Li, Chi Chiu Wang, Shouquan Zhang

**Keywords:** circRNA expression profiles, antral follicular atresia, granulosa cell apoptosis

## Abstract

Circular RNAs (circRNAs) are thought to play essential roles in multiple biological processes, including apoptosis, an important process in antral follicle atresia. We aimed to investigate the potential involvement of circRNAs in granulosa cell apoptosis and thus antral follicle atresia. CircRNA expression profiles were generated from porcine granulosa cells isolated from healthy antral (HA) and atretic antral (AA) follicles. Over 9632 circRNAs were identified, of which 62 circRNAs were differentially expressed (DE-circRNAs). Back-splicing, RNase R resistance, and stability of DE-circRNAs were validated, and miRNA binding sites and related target genes were predicted. Two exonic circRNAs with low false discovery rate (FDR) high fold change, miRNA binding sites, and relevant biological functions—circ_CBFA2T2 and circ_KIF16B—were selected for further characterization. qRT-PCR and linear regression analysis confirmed expression and correlation of the targeted genes—the antioxidant gene *GCLC* (potential target of circ_CBFA2T2) and the apoptotic gene *TP53* (potential target of circ_KIF16B). Increased mRNA content of *TP53* in granulosa cells of AA follicles was further confirmed by strong immunostaining of both p53 and its downstream target pleckstrin homology like domain family a member 3 (PHLDA3) in AA follicles compared to negligible staining in granulosa cells of HA follicles. Therefore, we concluded that aberrantly expressed circRNAs presumably play a potential role in antral follicular atresia.

## 1. Introduction

Each estrous cycle, a cohort of small antral follicles in, is recruited to enter the pool of growing antral follicles. From this pool, dominant follicles are selected by a process highly dependent on follicle-stimulating hormone (FSH) [1,2]. Follicular development is not a very efficient process as, depending on the species, around 90–99.9% of ovarian follicles degenerate before reaching the ovulatory stage by a process named atresia. In the adult female, atresia ensures that only the healthiest follicles, containing oocytes of optimal quality, will ovulate [1,3]. Besides, follicular atresia is also a major contributing factor to ovarian aging, characterized by the quantitative and qualitative decrease in ovarian follicles [4].

Granulosa cell death by apoptosis is the main cause of antral follicular atresia [5]. Initiation of granulosa apoptosis can be triggered by extrinsic factors, such as inflammation, and intrinsic factors, such as oxidative stress [6]. Under the condition of oxidative stress, pro-apoptotic factors, like the transcription factor *TP53*, may become activated, inducing cellular apoptosis through activation of caspases [7]. Until now, the underlying regulatory mechanism, which determines whether granulosa cells of selected antral follicles will undergo apoptosis, is still not fully characterized.

Noncoding RNAs, such as miRNAs, have been emerged in the past 10 years as regulatory molecules involved in many physiological and pathological processes, including oxidative stress and apoptosis [8]. In the ovary, miRNAs are involved in apoptosis of granulosa cells via regulation of gene expression at the post-transcriptional level by either inducing mRNA degradation or suppression of protein translation [9]. miR-493-3p, for example, can induce apoptosis in ovarian cancer cells through down-regulation of several targeted genes and activation of caspases, resulting in DNA fragmentation [8]. A more recently discovered class of non-coding RNAs, so-called circular RNAs (circRNAs), is emerging as another class of important modulators of cellular and organ functioning. CircRNAs are characterized by a covalently closed-loop structure in which a downstream 5′ splice site (ss) is joined with an upstream 3’ ss, generated by precursor mRNA back-splicing of exons of thousands of genes in eukaryotes [10]. The resulting RNA circle is ligated by a 3’-5’phosphodiester bond at the junction site [11,12]. CircRNAs are resistant to RNase R and very stable with longer half-lives compared to linear forms [13]. CircRNAs were originally considered aberrant splicing byproducts with little functional potential [14]. More recently, studies have demonstrated that some circRNAs potentially play important roles in both normal physiological and pathological conditions, such as immune responses and cancer development [10]. The functions of most circRNAs remain largely unexplored. Known functions include modulation of transcription and interference with splicing, and, in some cases, translation to produce polypeptides. CircRNAs can act as a miRNA sponge to regulate the targeted gene expression, which is the most widely investigated function of circRNAs up to date [10].

Regarding their role in apoptosis, circRNAs have been shown to be involved in either preventing or stimulating cellular apoptosis in different tissues via sponging miRNAs. For example, circLMO7, identified in bovine muscle tissue, promotes proliferation of myoblasts and protects these cells from apoptosis, possibly by sponging of miR-378a-3p [15]. Similarly, in vitro experiments using hydrogen peroxide to stimulate apoptosis have shown that knockdown of circ-ABCB10 has significantly suppressed proliferation and increased apoptosis of breast cancer cells due to the absence of sponging of miR-1271, indicative of a role of circ-ABCB10 in inhibiting apoptosis [16]. In contrast, circNCX1, which is up-regulated in the presence of oxidative stress, promotes apoptosis of cardiomyocytes by acting as an endogenous miR-133a-3p sponge [17].

Recent studies have demonstrated that circRNAs may play important roles in ovarian follicle development. Fu et al. [18] showed that the expression levels of some circRNAs altered in bovine cumulus cells treated with bone morphogenic protein 15 (BMP15) and growth differentiation factor 9 (GDF9). Another study reported the presence of circRNAs in preovulatory follicles of goats [19], while Cheng and colleagues reported 56 differentially expressed circRNAs in human granulosa cells obtained from a relatively young (≤30 years) compared to a more advanced age group (≥38 years), suggesting a possible involvement of circRNA in ovarian aging [20]. In line with these results, RNA-seq data suggest that circRNAs may play a role in polycystic ovary syndrome (PCOS), and, consequently, its use as a PCOS biomarker has been proposed [21].

In the present study, we intended to address the question of whether there is a role for circRNAs in the process of granulosa cell apoptosis. Due to the easy accessibility to large quantities of porcine ovarian tissue, we chose to use the pig as an animal model to investigate the role of circRNAs in antral follicular atresia. For this purpose, the features of circRNAs in porcine granulosa cells derived from healthy and atretic antral follicles were studied using RNA-seq, followed by qRT-PCR in combination with circRNA-miRNA-mRNA network construction and validation.

## 2. Results

### 2.1. Histological and Hormone Characteristics between Healthy Antral (HA) and Atretic Antral (AA) Follicles

In antral follicles with a well-vascularized follicular wall and clear follicular fluid, the cells from the granulosa layer were tightly adhered to each other, indicative of a healthy antral follicle. In follicles with a poorly vascularized follicular wall and a rather opaque appearance, the granulosa cell layer was disorganized, and numerous apoptotic cells were present; in some cases, apoptotic granulosa cells were found to be dispersed throughout the antrum, indicative of follicular degeneration. No cleaved caspase 3 (cCASP3) immunostaining was observed in granulosa cells of healthy antral follicles (Figure S1A), while clear staining was observed in granulosa cells of atretic antral follicles (Figure S1B). On the contrary, no morphological differences in the oocyte surrounding cumulus cells were observed between HA and AA follicles.

Anti-Müllerian hormone (AMH) and Insulin-like growth factor 1 (IGF1) concentrations (Figure 1A,B) were both significantly decreased in follicular fluid of AA follicles compared to HA follicles. Concomitantly, estradiol concentrations were significantly lower in the follicular fluid of AA follicles (Figure 1C). These results further supported the correctness of the macroscopical classification employed to discriminate between HA (well-vascularized) and AA (opaque colored) follicles.

After scraping the cells from the follicular wall, as described in the Materials and Methods, 98.0 ± 1.4% of the cells could be identified as granulosa cells based on positive staining with the follicle stimulating hormone receptor (FSHR) antibody. Furthermore, to ensure that the isolated granulosa cells were not contaminated with theca cells, the mRNA content of cytochrome P450 family 17 subfamily A member 1 (CYP17A1), a specific theca cell marker, was measured by qRT-PCR (see below) [22]. CYP17A1 levels were below the detection limit of the assay, implicating that theca cell contamination was negligible, further confirming the purity of the granulosa cell isolates, which were next used for RNA-seq.

### 2.2. Profiles and Characteristics of circRNAs in Granulosa Cells of Ovarian Antral Follicles

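Granulosa cells of antral follicles, healthy (HA) or atretic (AA), were sequenced as 3 HA and 3 AA libraries of rRNA-depleted total RNA. Each library came from a pool of 10 follicles, and the paper says that follicles were isolated in batches at 3 time points. The labels give the AA and the HA library of the same number the same date, which was read here as a shared day of collection and is not stated by the paper. CircRNAs were read from back-splice junctions, which the authors found with find_circ on the pig assembly Sscrofa10.2. The deposited circRNA values are raw junction read counts and log2 values, for which the authors scaled the counts to mapped reads and entered a count of 0 as 1. The deposited gene values are FPKM, calculated by the authors.

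The libraries held 25838 to 34414 junction reads each. The AA libraries 1, 2 and 3 contained 3036, 1270 and 1620 circRNAs, and the HA libraries 1, 2 and 3 contained 1416, 2804 and 3465. AA library 2, AA library 3 and HA library 1 thus held fewer circRNAs, with a median of 14, 13 and 14 reads per detected circRNA, against 4 in AA library 1, 6 in HA library 2 and 4 in HA library 3. No difference in the level of circRNAs as a class could be seen, but with 3 libraries per group neither a small nor a larger one can be excluded. The junction reads per relative mapped depth were 35100 ± 8163 (SD, n = 3) in AA and 37016 ± 7702 (SD, n = 3) in HA, a log2 ratio of −0.08 (exact permutation test, two-sided, p = 0.6, where 3 against 3 libraries cannot give less than 0.1). The sign turned without AA library 1 or without HA library 1. Across circRNAs, the log2 reads of any pair of libraries correlated with an r of 0.306 to 0.614, and the closest pair was AA library 1 with HA library 3.

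Differences between AA and HA were tested with the quasi-likelihood test of edgeR on the raw counts, with the mapped-read scaling of the deposited values. The test covered the 1014 circRNAs with at least 2 reads in at least 3 of the 6 libraries, and a circRNA was called at an adjusted p of at most 0.05 and a fold change of at least 2. Gene values were tested with limma on log2(FPKM + 1). The tests of differences and of leading circRNAs, the filters, the gene lists and the alternatives said to be set beforehand were chosen before the data were examined. The tests of terms, clusters and chromosomes and every other alternative were chosen after that. Intervals of ratios cover counting error only and treat reads as independent molecules, which PCR reads without molecular identifiers are not. A fold change given as at least a value sets the group without reads at 3 reads and takes the other group's reads as counted. Such a value is no confidence limit and covers neither the counting error of that other group nor variation between libraries.

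**Figure D1:**
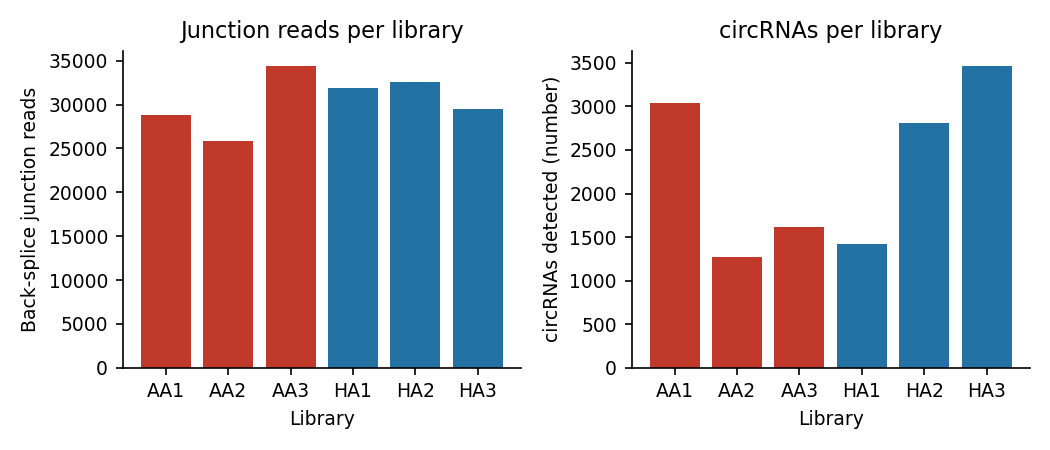
Junction reads and number of circRNAs detected in each of the 3 AA and 3 HA libraries. The numbers detected fall between 1270 and 1620 in AA library 2, AA library 3 and HA library 1, and between 2804 and 3465 in the other 3 libraries, at similar numbers of junction reads.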

In total, 9362 distinct circRNAs containing at least two unique back-spliced reads (Figure 2A) were identified based on the circRNAs identification standard [23]. 

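Among circRNAs that the paper names, circ_IL1R1 had 225 junction reads summed over the 6 libraries, circ_SLC30A7 had 69, circ_KIF16B had 54 and circ_ANGPT1 had 49. Their host genes encode the type 1 receptor of interleukin 1 (IL1R1), a zinc transporter of the Golgi (SLC30A7), a kinesin that moves early endosomes (KIF16B) and angiopoietin 1, a growth factor for blood vessels (ANGPT1). Most circRNAs were rarer than these. The median circRNA had 6 reads over all libraries, and 6296 circRNAs (67.3%) had at most 10. Averaged per library, 96.1% of the circRNAs had fewer than 10 reads and 66 had more than 50, and 421 had more than 50 reads summed over the libraries. Detection was scattered as well. A single library held 7226 of the circRNAs (77.2%), while 438 (4.68%) were found in exactly 3 libraries and 175 (1.87%) in all 6.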

Although 67.3% of circRNAs had average coverage of less than 10 unique back-spliced reads, there were 441 circRNAs highly expressed containing a high-average read count of more than 50, including circ_KIF16B, circ_IL1R1, circ_SLC30A7, and circ_ANGPT1. We identified 2515 overlapping circRNAs and 6847 novel circRNAs that had not been identified so far (Figure 2B; [24,25]). 

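CircRNAs already listed in the earlier pig studies were more abundant and more often shared between libraries than the unlisted ones. The 2515 listed circRNAs carried 65.5% of all junction reads, with a median of 11 reads over the 6 libraries, and 29.8% of them were detected in at least 3 libraries. The 6847 unlisted circRNAs carried 34.5% of the reads, with a median of 6 reads, and 3.87% of them were detected in at least 3 libraries. A single library held 87.3% of the unlisted and 49.7% of the listed circRNAs. Of the listed circRNAs, 2286 came from one of the earlier lists and 229 from the other. The lists were taken as the authors annotated them, and membership was not searched again.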

The 54.36% (5090/9362) of circRNAs identified were derived from exons and generated from individual linear cognate genes. 

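The exonic class was the largest in number but not in reads. Its 5090 circRNAs (54.4%) carried 38.4% of the junction reads, and 10.9% of them were detected in at least 3 of the 6 libraries. Detection in at least 3 libraries left 1014 circRNAs, of which 54.9% were exonic. The class of each circRNA is the one the authors gave it on Sscrofa10.2.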

The remainder were annotated to sense, among others, overlapping (2243/9362) and intergenic regions (1195/9362). 

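Sense overlapping circRNAs, which lie on the strand of a gene without matching its exons, carried more reads than any other class. The 2243 of them (24.0%) held 46.7% of the junction reads, and 16.0% were detected in at least 3 libraries. The 1195 intergenic circRNAs (12.8%) held 9.78% of the reads. Antisense circRNAs numbered 549 (5.86%, with 2.80% of the reads) and intronic circRNAs 285 (3.04%, with 2.37% of the reads).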

All exonic circRNAs were spliced from protein-coding exons (Figure 2C). 

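Of the exonic circRNAs, 4920 had a host gene in the deposited table of 19442 genes, all of which the table gives as protein-coding, and 170 had a host name that the table does not hold. These circRNAs came from 2178 genes that were well expressed in granulosa cells. The median of their mean FPKM was 23.0 over the 6 libraries, against 2.58 for all genes of the table. A mean of at least 1 FPKM was reached by 98.3% of the host genes and by 57.4% of all genes. Host genes were matched by identifier or symbol, and the exons themselves were not checked against a genome.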

The length of most exonic circRNAs was less than 1300 nucleotides (nt), with a median length of ~900 nt (Figure S2A). 

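The deposited lengths of the exonic circRNAs had a median of 557 nt and a mean of 738 nt, and 88.3% of them were shorter than 1300 nt. The middle of the distribution was narrow, with a lower quartile of 361 nt, an upper quartile of 889 nt and a 90th percentile of 1403 nt. The other classes differed in length. The median was 13001 nt for sense overlapping, 957 nt for intergenic, 492 nt for antisense and 587 nt for intronic circRNAs. The lengths are predicted from the annotation by the authors, because the reads only mark the junction.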

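Chromosome 1, the longest pig chromosome, gave 1008 circRNAs with 19603 junction reads, and 709 of its circRNAs were absent from the earlier lists. Chromosomes 13, 2 and 6 followed with 776, 687 and 675 circRNAs, and chromosome 6 carried the most reads (26144). Relative to length, chromosome 12 was the densest autosome with 5.62 circRNAs per Mb, against 3.24 on chromosome 1. The X chromosome was the sparsest, with 236 circRNAs and 1.64 per Mb. All 19 chromosomes gave circRNAs, from 213 on chromosome 17 upwards, and a further 302 lay on unplaced scaffolds. Lengths were taken as the end of the last circRNA on each chromosome.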

CircRNAs were widely distributed across all chromosomes, with chromosome 1 containing the highest number of circular transcripts, namely, >1000 circRNAs, including 709 novel transcripts (Figure S2B).

Further analysis revealed that most host genes could only produce one single circRNA; nevertheless, there were a number of genes that produced multiple circRNAs (Figure 2D, 9362 circRNAs from 3515 host genes). 

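Of 3514 host genes, 1839 (52.3%) gave a single circRNA and 1675 gave 2 or more. A host gene was annotated for 8167 circRNAs, while the 1195 intergenic circRNAs have none. Host genes were counted by the name in the deposited table, so that a gene listed by symbol and by identifier would count separately.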

Seventy-two host genes generated more than 10 different circRNAs per gene. 

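More than 10 circRNAs were found for 51 host genes, and at least 10 for 71. CHD2, a chromatin remodeller, gave 25 circRNAs with 269 junction reads. DOCK5, a regulator of Rac, gave 20 circRNAs with 324 reads, and EML4, which binds microtubules, gave 19 with 384 reads. CHD2, DOCK5 and EML4 were picked after their values were seen.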

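HEATR5A, which encodes a protein with HEAT repeats that binds the adaptor of clathrin-coated vesicles, gave the most circRNAs of any host gene. They lay between positions 73039410 and 73152508 of chromosome 7 of Sscrofa10.2 and summed to 735 junction reads. Of the HEATR5A circRNAs, 39 were exonic, 12 sense overlapping, 2 antisense and 1 intronic. The libraries held 12, 6 and 7 of them in AA and 6, 24 and 19 in HA. A single library held 41 of them, and 34 had fewer than 10 reads over all libraries. HEATR5A mRNA was 45.9 ± 14.7 FPKM (SD, n = 3) in AA and 74.9 ± 13.7 FPKM (SD, n = 3) in HA.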

The most striking example was the 36 exons containing HEAT repeat containing 5A (HEATR5A) located on chromosome 7, which generated 54 distinct circRNAs (with at least two unique back-spliced reads). 

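The most abundant HEATR5A circRNA ran from position 73042261 to 73051146 of chromosome 7 and had 235 reads. That was 32.0% of the reads of all HEATR5A circRNAs (95% Wilson interval 28.7 to 35.4%). The next most abundant had 41 reads and was detected in 3 libraries, and the third had 31. The leading circRNA had 37, 9 and 27 reads in the AA libraries and 63, 50 and 49 in the HA libraries. It exceeded the next one in 5 of the 6 libraries (exact sign-flip permutation test, two-sided, p = 0.0625). After adjustment over the 51 host genes, an adjusted p of 0.05 was out of reach for this test in these libraries. The leading circRNA was chosen by its own reads, so the test is not independent of the choice.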

The abundance of these 54 isoforms was further investigated, and it appeared that one dominant isoform was significantly higher expressed than the other 53 isoforms. Similarly, 36% of the host genes (26/72) with more than 10 distinct circular isoforms also showed significantly higher expression compared to the other isoforms. This suggested that in gene loci with more circRNA isoforms, one isoform seemed to predominate over the other circRNA isoforms linked to this gene.

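By share of reads, 6 of the 51 host genes with more than 10 circRNAs had a circRNA with at least 50% of the reads, 8 in the HA libraries alone and 13 in the AA libraries alone. In TTC3, which encodes a ubiquitin ligase, the leading circRNA had 822 of 1020 reads (80.6%) and the next had 61. NCOR1, a transcriptional corepressor, had 237 of 437 reads (54.2%) in the leading circRNA and 69 in the next. The exact sign-flip test of the leading against the next circRNA cannot tell how many host genes have a leading circRNA. Over 6 libraries its smallest p is 0.03125, so that at least 32 of the 51 host genes would have to reach it for an adjusted p of at most 0.05, and 3 did, TTC3 and NCOR1 among them. TTC3 and NCOR1 were picked after their values were seen.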

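How far a single circRNA led its host gene varied widely. The leading circRNA held a median of 28.0% of the reads, from 10.4% for CHD2 to the value of TTC3. EML4 had 199 of its reads in its leading circRNA (51.8%) and 33 in the next. NAA15, a subunit of an N-terminal acetyltransferase, had 134 of 316 reads in the leading circRNA (42.4%). In TLK1, a chromatin kinase with 792 reads, the first 2 circRNAs were nearly equal, at 204 and 199 reads. In CHD2 they had 28 and 27 reads, and in DOCK5 47 and 42. The leading circRNA was detected in all 6 libraries for 8 host genes. NAA15 and TLK1, like the other host genes here, were picked after their values were seen.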

### 2.3. Identification of Differentially Expressed circRNAs (DE-circRNAs)

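Circ_ZMYM4 was called lower in AA follicles by edgeR, but the call was lost in several alternatives. This exonic circRNA of 670 nt comes from ZMYM4, a zinc finger gene, at positions 85027838 to 85037351 of chromosome 6 of Sscrofa10.2. It had no reads in the 3 AA libraries and 89, 10 and 11 in the 3 HA libraries, at least 36.3-fold lower in AA when the AA group is set at a floor of 3 reads (adjusted p = 0.0288 from edgeR and 0.0327 from DESeq2). Most of the reads came from HA library 1. Without that library the same floor gives at least 9.47-fold. The adjusted p from edgeR was 0.626 with the replicate number as a block, 0.933 with TMM, 0.330 with no filter and 0.258 without AA library 1, and the call stayed without AA library 2 or AA library 3. Without any HA library, or with detection required in at least 5 libraries, circ_ZMYM4 falls below the filter and is not tested. ZMYM4 mRNA differed little, at 33.1 ± 8.30 FPKM (SD, n = 3) in AA and 36.0 ± 4.05 FPKM (SD, n = 3) in HA (adjusted p = 0.785 from limma), and the log2 change of the circRNA minus that of the mRNA was −4.27.

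Of the 1014 circRNAs tested, edgeR called 1 lower and 0 higher in AA. DESeq2 also called 1 lower and 0 higher. With the replicate block, edgeR called 0 lower and 0 higher, with a smallest adjusted p of 0.20. In simulated counts at the dispersion of the real table, edgeR recovered 0% of circRNAs changed 4-fold, 16-fold or 64-fold. A missing call by edgeR is thus no evidence against a change. At an unadjusted p of at most 0.05 and a fold change of at least 2, edgeR gave 52 lower and 6 higher. An ordinary linear model with each circRNA's own variance on the deposited log2 values gave 49 lower and 13 higher at the same unadjusted p. After adjustment over all circRNAs it gave 0 lower and 0 higher (smallest adjusted p = 0.354 by Benjamini-Hochberg). In the simulated counts, the linear model at unadjusted p selected 5.16% of unchanged circRNAs. Unadjusted counts of this size among 1014 circRNAs are thus not far above what unchanged circRNAs alone would give. They do not show how many circRNAs differ, and the circRNAs selected in this way, described below, can include unchanged ones.

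The 49 circRNAs lower by the linear model were detected in all 3 HA libraries, and 35 of them in no AA library. Their median was 32 reads over the 6 libraries, and the median fold change on the deposited scale was 7.80. The 13 higher circRNAs were detected in all 3 AA libraries, and 1 of them in no HA library, with a median of 63 reads and a median fold change of 6.34. Only 9 of these 62 circRNAs were detected in all 6 libraries. Of the 62, 39 also had an unadjusted p of at most 0.05 in edgeR. MATR3, which encodes a nuclear matrix protein, had circRNAs in both sets. The longer, from position 147049942 to 147054323 of chromosome 2, had 6, 7 and 18 reads in AA and 0, 0 and 4 in HA. The shorter shares its start, ends at 147051156, and had 14, 0 and 0 reads in AA and 41, 25 and 51 in HA. The pair was picked after its values were seen.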

The analysis of circRNAs expression showed that there were 62 circRNAs significantly differently expressed between HA and AA follicles (Table 1, of which 49 circRNAs were significantly down-regulated, and 13 circRNAs were significantly up-regulated in AA follicles (fold change ≥ 2 and FDR ≤ 0.05, Figure 3A,B). All up-regulated and down-regulated circRNAs were further evaluated by unsupervised hierarchical clustering analysis (Figure 3C), which showed a clear distinction in samples of HA and AA groups. 

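On the 62 circRNAs of the linear model, hierarchical clustering of the deposited log2 values put the 3 AA and the 3 HA libraries into separate clusters. On the 1014 circRNAs tested, the first split set AA library 2 apart from the other 5 libraries, and on all 9362 it set AA library 3 apart. The 62 had been chosen for their difference between the groups. When circRNAs were chosen in the same way for each of the 10 splits of the 6 libraries into 3 and 3, the clusters separated the chosen split in 10 of 10. Clusters were made with complete linkage on Euclidean distances.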

Most DE-circRNAs were spliced from exons; over 84.37% of exonic circRNAs consisted of 2–6 exons, while a smaller fraction of DE-circRNAs was spliced from sense overlapping, intergenic, and antisense regions of the genome (Figure S2C). 

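Exonic circRNAs made up 32 of the 62 (51.6%), against 54.9% of the circRNAs tested. The 62 also held 23 sense overlapping (37.1%), 5 intergenic (8.06%) and 2 antisense circRNAs (3.23%). Of the 30 exonic circRNAs in Table 1, 26 (86.7%) consist of 2 to 6 exons by the paper's own exon numbers, which the deposited values do not give. Earlier lists held 42 of the 62 (67.7%), against 73.9% of the circRNAs tested.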

The size distribution of the exonic DE-circRNAs was, in general, less than 1000 nt, while the length of the DE-circRNAs from sense overlapping regions was more than 3000 nt (Figure S2D). In addition, DE-circRNAs were widely distributed across chromosomes 1–18 and the X chromosome (Figure S2E). 

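The exonic circRNAs among the 62 were 208 to 1600 nt long, with a median of 584 nt, and 29 of 32 (90.6%) were shorter than 1000 nt. In the whole table 79.9% of exonic circRNAs were. The sense overlapping ones spanned 131 to 87563 nt with a median of 14757 nt, and 16 of 23 (69.6%) were longer than 3000 nt, against 77.8% in the whole table. Among the longest was circ_MCC, from a host gene that slows the cell cycle, with 67640 nt between positions 121253565 and 121321204 of chromosome 2.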

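The 62 circRNAs lay on the 18 autosomes, and 3 of them on unplaced scaffolds. None lay on the X chromosome, where 12 circRNAs were tested. Chromosomes 2 and 4 gave 7 each, chromosome 1 gave 6, and chromosomes 6 and 13 gave 5 each. Chromosomes 5, 12, 15 and 18 gave 1 each. Chromosome 4 carries circ_SLC30A7, circ_ANGPT1 and circ_FAM49B among its 7.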

The distribution of DE-circRNAs was not uniform among different chromosomes; there was a general trend that numbers of DE-circRNAs per chromosome increased with absolute chromosome length (Figure 3D).

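Over the 19 chromosomes, the number of the 62 circRNAs rose with chromosome length (Pearson r = 0.554, permutation test, two-sided, p = 0.0118, and Spearman rho = 0.561, p = 0.0141). Without the 2 chromosomes whose lengths are farthest from the median, r was 0.433. The number also rose with how many circRNAs a chromosome gave in all (r = 0.679, permutation p = 0.00145, rho = 0.682, p = 0.00164, and r = 0.604 without the 2 farthest). All circRNAs per chromosome rose with length more closely (r = 0.899, permutation p = 1e-05, rho = 0.879, and r = 0.823 without the 2 farthest). These are 3 relations, and after Benjamini-Hochberg adjustment the p of each r was 0.0118, 0.00217 and 3e-05. Each test used 100000 permutations. Chromosomes are not independent replicates of the animals, and length is the end of the last circRNA.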

### 2.4. GO and KEGG Analysis of Host Genes of DE-circRNAs

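The host genes of the 62 circRNAs included regulators of transcription. GCLC, PSPC1 and CBFA2T2 carry the term negative regulation of transcription, DNA-templated (3 of the 11 background hosts with the term, Fisher's exact test, one-sided, p = 0.0277). PSPC1 is a protein of nuclear paraspeckles, and CBFA2T2 a corepressor. NR5A2, an orphan receptor needed for ovulation, and CARF carry transcription from RNA polymerase II promoter (2 of 8, exact p = 0.0880). NR5A2 and CBFA2T2 are the only 2 background hosts with epithelial cell differentiation (exact p = 0.00400), and CSPP1 and GIPC1 the only 2 with positive regulation of cytokinesis (exact p = 0.00400). CPEB2 and SLC25A37 carry translation (exact p = 0.0354).

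No term passed adjustment over the 113 terms tested, with a smallest adjusted p of 0.124 by Benjamini-Hochberg, and 4 had an unadjusted p of at most 0.05. The annotation in the deposited gene table covered 24 of the 52 host genes found there. The background was the 683 host genes of circRNAs with at least 2 reads in at least 3 libraries, 372 of them annotated. The 62 circRNAs were those of the linear model at an unadjusted p of at most 0.05 and a fold change of at least 2.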

For the biological process (Figure S3A, Table S1), five of the top 10 gene ontology (GO) terms were involved in gene expression-related processes, including gene expression, RNA metabolic process, transcription and DNA-templated synthesis, RNA biosynthetic process, and nucleic acid-templated transcription. 

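Terms for homeostasis were each carried by a single host gene of the 62 circRNAs. PPP3CB, a catalytic subunit of the phosphatase calcineurin, carries T cell homeostasis (Fisher's exact test, one-sided, p = 0.0645). NR5A2 carries cholesterol homeostasis (exact p = 0.0645). GCLC, which makes the first step of glutathione synthesis, carries cell redox homeostasis (1 of 3 background hosts, exact p = 0.182). None of these terms passed adjustment.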

Three others of 10 GO terms were related to homeostasis-related processes, including regulation of the homeostatic process, cellular homeostasis, and regulation of ion homeostasis. Regarding molecular function, the dominant categories were organic cyclic compound binding, heterocyclic compound binding, and metal ion binding, respectively (Figure S3B). For cellular components, the dominant processes were centrosome, transcription elongation factor complex, and protein serine/threonine phosphatase complex (Figure S3C). Kyoto encyclopedia of genes and genomes (KEGG) pathway analysis of the host genes of these DE-circRNAs showed that apoptosis was one of the significantly enriched pathways (Figure S3D, Table S2).

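In the annotation of the deposited gene table, no host gene of the 62 circRNAs carries the pathway named Apoptosis. In the GO annotation, terms for apoptosis were carried only by GCLC and MELK, such as apoptotic mitochondrial changes for GCLC (Fisher's exact test, one-sided, p = 0.0645) and positive regulation of apoptotic process for MELK, a mitotic kinase (exact p = 0.182). Among KEGG pathways, SMAD2 and RB1 carry Cell cycle (2 of 11 background hosts, exact p = 0.125), and CPEB2 and PPP3CB carry Oocyte meiosis (2 of 8, exact p = 0.070). Of 49 pathways tested, 0 had an unadjusted p of at most 0.05 by Fisher's exact test, and the smallest adjusted p was 0.335 by Benjamini-Hochberg. Only 10 of the host genes have a pathway in this table, against 173 background hosts. The paper draws on these host genes and on its other results, such as qRT-PCR of circRNAs and of predicted target genes. From them it later hypothesizes that such circRNAs might potentially have a part in the death of granulosa cells in atresia.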

The underlying host genes related to GO processes and KEGG pathway analysis were similar. The enriched pathways included seven repetitive host genes of the DE-circRNAs (Table S2). Among these genes, three host genes appeared in most pathways, namely, *PPP3CB*, *RB1*, and *SMAD2*. In addition, *PPP3CB* enriched in the apoptosis-related pathway also appeared in nine out of the top 10 GO processes (Table S1), while *RB1* and *SMAD2* were present in six out of the top 10 GO processes. 

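Circ_SMAD2, from a gene that transmits activin and TGFβ signals, had 0 reads in AA and 14, 8 and 14 in HA, at least 11.9-fold lower in AA. Circ_PPP3CB had 0 reads in AA and 6, 6 and 2 in HA, at least 4.63-fold lower. Without AA library 1 these floors were 7.28-fold and 2.83-fold. Both are among the 62 circRNAs of the linear model, and neither passed edgeR's test (adjusted p = 0.812 for each). Circ_SMAD2 is a sense overlapping circRNA at positions 106924970 to 106929326 of chromosome 1, and circ_PPP3CB an exonic circRNA of 1023 nt at 82403576 to 82414766 of chromosome 14. The mRNAs of the 3 host genes did not differ by limma. SMAD2 mRNA was 177 ± 53.7 FPKM (SD, n = 3) in AA and 208 ± 63.0 FPKM (SD, n = 3) in HA. PPP3CB mRNA was 48.2 ± 6.42 and 60.9 ± 10.3 FPKM, and that of RB1, a brake on the cell cycle, 19.7 ± 5.50 and 22.1 ± 4.16 FPKM.

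For 41 of the 49 lower circRNAs with a host gene among the genes tested, the host mRNA had a median log2 fold change of −0.21, and the log2 change of the circRNA minus that of its host had a median of −2.56 (SD 0.982). For 12 of the 13 higher circRNAs the host median was 0.06 and the difference 2.68. The circRNAs had been chosen for a fold change of at least 2 and the host mRNAs had not, so the larger change of the circRNAs is largely fixed by the choice. Limma called none of these host mRNAs. At an unadjusted p of at most 0.05 from limma, 7 host mRNAs differed in the direction of their circRNA and 0 in the opposite direction: ANGPT1, EMC2, GCLC, IL1R1, MCC, N4BP2 and NR5A2. These are 7 of 52 host genes, and of all 11001 genes tested 1718 reached that p, so host mRNAs did not differ more often. Across the 53 chosen circRNAs, which are not independent replicates, the change of the circRNA and of its host mRNA correlated with r = 0.436 and rho = 0.243. Over all 890 circRNAs with such a host, r was 0.198 and rho 0.146.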

*IL1R1* was present in three pathway maps, including apoptosis, *CPEB2*, *NDUFB2,* while *NR5A2* appeared in only one pathway map. 

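Circ_CPEB2 and circ_NDUFB2 were found in HA follicles only. Circ_CPEB2, an antisense circRNA at the gene of a translational regulator (positions 9814040 to 9871034 of chromosome 8), had 6, 10 and 6 reads in HA, at least 7.27-fold lower in AA. Circ_NDUFB2, from a gene of respiratory complex I (positions 9637460 to 9644617 of chromosome 18), had 8, 12 and 7 reads in HA, at least 8.92-fold lower. Without AA library 1 these floors were 4.45-fold and 5.46-fold. Circ_NR5A2 (positions 27281192 to 27287711 of chromosome 10) was abundant in both groups, with 74, 37 and 71 reads in AA and 83, 158 and 148 in HA, a ratio of 2.12 (exact 95% interval 1.77 to 2.54). None of these circRNAs was called by edgeR. NR5A2 mRNA was 227 ± 104 FPKM (SD, n = 3) in AA and 474 ± 19.1 FPKM (SD, n = 3) in HA (adjusted p = 0.139 from limma). IL1R1 mRNA was 18.8 ± 14.1 FPKM (SD, n = 3) in AA and 2.25 ± 0.640 FPKM (SD, n = 3) in HA (adjusted p = 0.0683 from limma). CPEB2 mRNA (8.04 and 8.32 FPKM) and NDUFB2 mRNA (18.5 and 18.9 FPKM) were alike in both groups. All 14 macrophage markers in the table had a higher mean FPKM in AA as well.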

*CPEB2* and *NR5A2* were also present in the top 10 GO processes. These results indicated that the GO analysis was consistent with the pathway analysis.

### 2.5. Validation of DE-circRNAs Using qRT-PCR Combined with RNase R

Outward-facing divergent primers (Table S3) were designed against 10 randomly selected DE-circRNAs, and their expression levels were measured by qRT-PCR (Figure 4A). The expression levels of circ_RB1, circ_CBFA2T2, circ_SLC30A7, circ_ANGPT1, circ_ANKHD1, and circ_FAM49B were significantly lower, while the expression levels of circ_WDR7, circ_KIF16B, circ_GMPS, circ_UNKL, and circ_IL1R1 were significantly higher in granulosa cells of AA follicles compared to HA follicles, confirming the RNA-seq data. In addition, we further confirmed the correctness of the amplified PCR products with specific circRNA junctions for circ_KIF16B, circ_SLC30A7, circ_ANGPT1, circ_ANKHD1, circ_FAM49B, and circ_CBFA2T2 by Sanger sequencing (Figure 4B).

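Of the circRNAs measured by qRT-PCR, circ_CBFA2T2, circ_RB1, circ_ANGPT1, circ_ANKHD1 and circ_FAM49B had 0 junction reads in the AA libraries. Circ_CBFA2T2 had 17, 8 and 15 reads in HA and circ_RB1 10, 12 and 8. Circ_ANGPT1 had 31, 9 and 9, circ_ANKHD1, from a scaffold protein gene, 14, 10 and 8, and circ_FAM49B, from a regulator of actin, 28, 18 and 9. Against a floor of 3 reads, these were at least 9.91-fold (circ_RB1), 10.6-fold (circ_ANKHD1), 16.2-fold (circ_ANGPT1) and 18.2-fold (circ_FAM49B) lower in AA. Circ_SLC30A7 had 4, 0 and 0 reads in AA and 31, 18 and 16 in HA, a ratio of 16.1 (exact 95% interval 6.00 to 60.9).

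The other circRNAs had more reads in AA. Circ_IL1R1 had 18, 153 and 41 reads in AA and 0, 13 and 0 in HA, a ratio of 16.5 (exact 95% interval 9.42 to 31.4). Circ_KIF16B had 22, 14 and 16 reads in AA and 0, 0 and 2 in HA. Circ_WDR7, from a gene for acidifying vesicles, had 6, 14 and 30 in AA and 0, 0 and 5 in HA, a ratio of 10.1 (exact 95% interval 4.05 to 32.4). Circ_GMPS, from a gene of guanine nucleotide synthesis, had 4, 10 and 10 in AA and 0, 2 and 0 in HA, a ratio of 12.1 (exact 95% interval 3.01 to 106). Circ_UNKL, from a RING finger gene, had 7, 28 and 6 in AA and none in HA, at least 13.8-fold higher.

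A single library carried much of some of these values. Without AA library 2 the ratio of circ_IL1R1 was 6.65 and circ_UNKL was at least 6.35-fold higher. Without AA library 3 the ratio of circ_WDR7 was 5.77, and without HA library 1 circ_ANGPT1 was at least 8.12-fold lower. Without AA library 1, the deepest, the floor gives at least 6.07-fold for circ_RB1, 6.47-fold for circ_ANKHD1 and 11.1-fold for circ_FAM49B. Without HA library 2 circ_GMPS had no reads left in HA and was at least 5.02-fold higher.

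All 11 were among the 62 circRNAs of the linear model, and none was called by edgeR. Their smallest adjusted p from edgeR was 0.0787 for circ_IL1R1, for which DESeq2 gave 0.863. EdgeR recovered 0% of circRNAs changed 64-fold in simulated counts of this dispersion. The missing calls thus do not count against the qRT-PCR results.

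**Figure D2:**
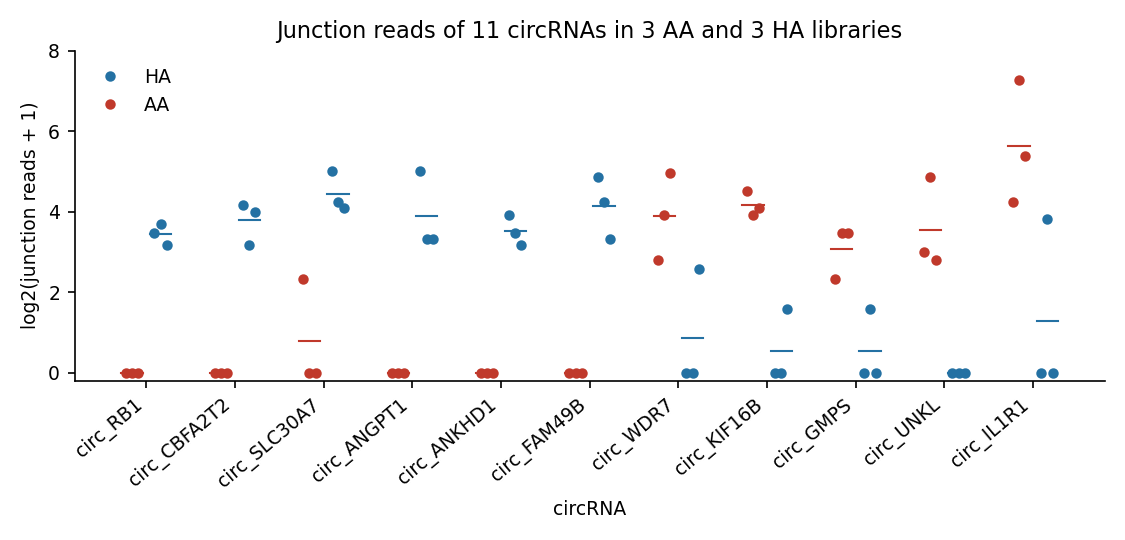
Junction reads of the 11 circRNAs, as log2(reads + 1), in the 3 AA (red) and 3 HA (blue) libraries, with bars at the mean of the log values. The red points of circ_CBFA2T2, circ_RB1, circ_ANGPT1, circ_ANKHD1 and circ_FAM49B sit at 0.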

Four circRNAs (circ_ANGPT1, circ_SLC30A7, circ_KIF16B, and circ_CBFA2T2) and four corresponding linear mRNAs (ANGPT1, SLC30A7, KIF16B, and CBFA2T2) serving as controls were randomly selected for RNase R resistance analysis (Figure 4C). The qRT-PCR results showed that the expression levels of these four circRNAs following RNase R digestion were similar to the untreated controls, while the expression levels of all four liner mRNAs were significantly decreased after RNase R treatment. These results further confirmed that these circRNAs were indeed circular in form.

### 2.6. circRNA-miRNA Interaction Network

A circRNAs-miRNA interaction network was constructed using Cytoscape based on our RNA-seq data (Figure S4). The top 10 up-regulated circRNAs and the top 20 down-regulated circRNAs were selected to identify circRNA-miRNA interactions based on TargetScan and miRanda analysis. The top five miRNAs for each circRNA were selected based on their context+ score.

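Circ_CBFA2T2 was at least 13.2-fold lower in AA, as the 40 reads it had all fell in HA libraries. Without AA library 1 the floor gives at least 8.09-fold. On the deposited log2 scale, where 0 is entered as 1 read, it differed by −3.66 between AA and HA. Circ_KIF16B was more abundant in AA by a ratio of 26.2 (exact 95% interval 6.91 to 222), from 52 reads in AA and 2 in HA, and by 3.76 on the deposited log2 scale. Without HA library 3 it had no reads left in HA and was at least 11.3-fold higher. EdgeR called neither circRNA (adjusted p = 0.812 for circ_CBFA2T2 and 0.998 for circ_KIF16B), and DESeq2 gave adjusted p of 0.697 and 0.748. As edgeR recovered 0% of simulated circRNAs changed 64-fold at this dispersion, these values do not count against a change. The mRNAs of both host genes were alike in AA and HA. CBFA2T2 mRNA was 13.0 ± 1.25 FPKM (SD, n = 3) in AA and 13.2 ± 1.12 FPKM (SD, n = 3) in HA (adjusted p = 0.983 from limma). KIF16B mRNA was 67.1 ± 10.9 FPKM (SD, n = 3) in AA and 65.0 ± 17.2 FPKM (SD, n = 3) in HA (adjusted p = 0.917 from limma).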

When applying our stringent selection criteria for candidate circRNAs, two exonic circRNAs, with miRNA binding sites and fulfilling all criteria, namely, circ_CBFA2T2 (FC = 13; FDR = 0.007, being one of the down-regulated circRNAs) and circ_KIF16B (FC = 13.5; FDR = 0.004, being one of the most up-regulated circRNAs) (Table 1), attracted our interest. Following KEGG pathway analysis of the predicted targeted genes of circ_CBFA2T2 (Figure S5A), we observed that the top enriched process referred to response to oxidative stress, a key trigger of apoptosis in granulosa cells [26]. Similarly, the pathway analysis of putatively targeted genes of circ_KIF16B showed that the main enriched processes directly associated with ovarian follicular development were the apoptosis-related pathways, including the phosphatidylinositol 3-kinase (PI3K)-protein kinase B (AKT) athway and apoptosis pathways (Figure S5B). These two circRNAs were, therefore, selected for further functional analysis.

### 2.7. The Putative Role of Circ_CBFA2T2 in Apoptosis of Granulosa Cells in Antral Follicles

Circ_CBFA2T2 was derived from four exons, including exon 3–6 of the gene *CBFA2T2* (Figure 5A). qRT-PCR analysis of nuclear and cytoplasmic expression demonstrated that circ_CBFA2T2 was mainly localized in the cytoplasm of granulosa cells (Figure 5B). 

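Circ_CBFA2T2 has a predicted length of 768 nt and runs from position 42006762 to 42018906 of chromosome 17 of Sscrofa10.2. It was the most abundant of 4 exonic circRNAs of CBFA2T2. The next, from 42001407 to 42023624 (1194 nt), had 24 reads, all in AA library 3. A circRNA of 1263 nt from 41996687 to 42023624 had 6 reads in HA library 2. The shortest, 514 nt from 42008715 to 42018906, shares its end with circ_CBFA2T2 and had 5 reads in AA library 1. The deposited values carry no exon numbers and no nuclear or cytoplasmic fractions.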

The stability of circ_CBFA2T2 was investigated in granulosa cells treated with actinomycin D, an inhibitor of transcription. Total RNA was harvested at the indicated time points after treatment with actinomycin D (Figure 5C). Analysis of circ_CBFA2T2 and *CBFA2T2* mRNA showed that circular transcript half-life exceeded 24 h, whereas the associated linear transcript exhibited a half-life of less than 6 h, indicating that the circ_CBFA2T2 was highly stable.

The circ_CBFA2T2-miRNA-mRNA network was constructed using Cytoscape to visualize interactions (Figure 5D). The top five most likely sponged miRNAs (ssc-miR-9847-3p, ssc-miR-9838-5p, ssc-miR-24-3p, ssc-miR-676-5p, ssc-miR-9820-5p) and 20 representative targeted genes of these miRNAs were identified. In line with the expression of circ_CBFA2T2, mRNA content of two targeted apoptosis-related genes—sphingosine-1-phosphate phosphatase 1 (*SGPP1*) and interleukin 33 (*IL33*)—as well as four genes related to oxidative stress and mitochondrial functioning, namely, glutamate-cysteine ligase (*GCLM*), 24-dehydrocholesterol reductase (*DHCR24*), solute carrier family 25 member 4 (*SLC25A4*), and glutamate-cysteine ligase catalytic subunit (*GCLC*), was significantly down-regulated in granulosa cells of AA follicles compared to granulosa cells of HA follicles (Figure 5E).

Interestingly, these analyses showed that expression of circ_CBFA2T2 was significantly associated with the mRNA content of *GCLC*, a key antioxidant gene controlled by ssc-miR-9847-3p (Figure 5F). The transcript content of circ_CBFA2T2 in the cumulus cells of AA follicles was similar to that of cumulus cells in HA follicles (Figure 5G).

### 2.8. The Putative Role of Circ_KIF16B in Apoptosis of Granulosa Cells in Antral Follicles

Circ_KIF16B was derived from five exons, including exon14–18 of the *KIF16B* gene (Figure 6A). 

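Circ_KIF16B has a predicted length of 482 nt and runs from position 28241701 to 28268431 of chromosome 17 of Sscrofa10.2, on the same chromosome as circ_CBFA2T2. The authors annotated it as exonic. Its exon numbers are not part of the deposited values.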

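KIF16B, the endosomal kinesin gene, also gave an exonic circRNA of 310 nt from 28264912 to 28268431 and one of 2412 nt from 28173576 to 28268431. Both share an end with circ_KIF16B. A circRNA of 172 nt from 28241701 to 28243476 shares its other end. A further one of 297 nt, from 28150461 to 28196395, shares neither. An antisense circRNA lies at 28329566 to 28330376. All are placed on chromosome 17 of Sscrofa10.2.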

Besides circ_KIF16B, there were four other circular transcripts observed that were derived from the *KIF16B* gene (named circ_KIF16B2, circ_KIF16B3, circ_KIF16B4, circ_KIF16B5, respectively). 

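Outside circ_KIF16B, the reads of KIF16B circRNAs came from 1 or 2 libraries each. The 297 nt circRNA had 26 reads, 23 of them in AA library 2 and 3 in HA library 3. The 310 nt circRNA had 12 reads, 8 in AA library 1 and 4 in HA library 2. The 172 nt circRNA had 9 reads, all in HA library 2, and the 2412 nt circRNA 6 reads, all in AA library 1. The antisense circRNA had 2 reads in HA library 3. Circ_KIF16B itself was detected in 4 of the 6 libraries, and its 54 reads are more than those of any other KIF16B circRNA.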

Circ_KIF16B was the predominant circular isoform as this isoform had the highest number of back-spliced unique reads (circ_KIF16B, 54; circ_KIF16B2, 26; circ_KIF16B3, 6; circ_KIF16B4, 9; circ_KIF16B5, 12). The qRT-PCR analysis of circ_KIF16B expression demonstrated that the circular form of KIF16B preferentially localized in the cytoplasm (Figure 6B). Similar to circ_CBFA2T2, the stability of circ_KIF16B was investigated using actinomycin D (Figure 6C). The analysis of circ_KIF16B and *KIF16B* mRNA showed that the circular transcript half-life exceeded 24 h, whereas the associated linear transcript exhibited a half-life of less than 6 h, indicating that the expression of circ_KIF16B was also highly stable.

CircRNA-miRNA-targeted mRNA network analysis revealed the identification of the top four most likely sponged miRNAs (ssc-miR-493-3p, ssc-miR-9838-5p, ssc-miR-7142-5p, ssc-miR-143-5p) and 20 representative targeted genes of these miRNAs (Figure 6D). In order to detect whether the expression of the targeted mRNAs was associated with circ_KIF16B expression, the qRT-PCR was used to measure mRNA content of 10 targeted pro-apoptotic related genes, namely huntingtin interacting protein 1 (*HIP1*), tumor protein p53 inducible nuclear protein 1 (*TP53INP1*), transforming growth factor-beta 2 (*TGFB2*), frizzled-related protein (*Frzb*), ribosomal protein S6 kinase A2 (*RPS6KA2*), tumor protein p53 (*TP53*), an inhibitor of kappa light polypeptide gene enhancer in B-cells kinase beta (*IKBKB*), sphingosine-1-phosphate lyase 1 (*SGPL1*), prostaglandin I2 synthase (*PTGIS*), and lymphotoxin beta receptor (*LTBR*). In line with the expression of circ_KIF16B, the mRNA content of these 10 genes was significantly up-regulated in granulosa cells of AA follicles (Figure 6E).

To determine whether the up-regulation of circ_KIF16B expression was associated with the expression of the above 10 targeted mRNAs, linear regression analyses were performed. Interestingly, these analyses showed that the expression of circ_KIF16B was significantly associated with the mRNA content of *TP53*, a hub gene controlling apoptosis suppressed by ssc-miR-493-3p (Figure 6F). In line with mRNA expression data, immunohistochemical staining for p53 in granulosa cells of HA follicles was weak to absent (Figure 7A). In contrast, moderate to strong staining was observed in both the nuclei and cytoplasm of apoptotic granulosa cells in antral follicles (Figure 7B), indicating the activation of p53 signaling during granulosa cell apoptosis.

Next, the expression of circ_KIF16B in cumulus granulosa cells of HA and AA follicles was investigated. qRT-PCR results showed that the transcript content of circ_KIF16B in cumulus granulosa cells of AA follicles did not differ significantly from that of HA follicles, although there was an increasing trend (Figure 6G).

These results suggested that circ_KIF16B might promote apoptosis of granulosa cells, possibly by binding ssc-miR-493-3p, resulting in the up-regulation of the pro-apoptotic *TP53* gene.

### 2.9. p53/PHLDA3 Pathway and Antral Follicular Atresia

To further confirm the role of the p53 signaling pathway as the downstream target of circ_KIF16B in granulosa cells, qRT-PCR and immunohistochemical staining experiments were performed. Firstly, downstream targets of *TP53* were identified. qRT-PCR was used to measure the mRNA content of B-cell lymphoma **2** binding component 3 (*PUMA)*, phorbol-12-myristate-13-acetate-induced protein 1 (*BIM*), and pleckstrin homology like domain family a member 3 (*PHLDA3*) in the granulosa cells of HA and AA follicles. These genes were selected based on the fact that they are reported p53 target genes in other cell types, including tumor cells and fibroblast cells [27,28]. Only the mRNA content of *PHLDA3* was increased by more than five times in AA follicles compared to HA follicles, indicative of being a possible target of p53 in apoptotic granulosa cells. Immunohistochemical staining was used to detect the protein presence of p53, PHLDA3, and cCASP3 in the same HA and AA follicles. Consistent with the gene expression of *PHLDA3*, the immunostaining for PHLDA3 in granulosa cells of HA follicles was faint to absent (Figure 7C), while moderate to strong staining was observed in the apoptotic granulosa cells of AA follicles (Figure 7D). Similarly, cCASP3 staining was absent in the granulosa cells of HA follicles (Figure 7E); however, many apoptotic cells with cCASP3 positive staining were present in the granulosa cell layer of AA follicles (Figure 7F).

## 3. Discussion

This study was to our knowledge the first investigation that compared circRNAs profiles in granulosa cells of HA and advanced stage AA follicles in the porcine ovary. A large number of circRNAs from diverse genomic locations were identified; 62 of these circRNAs were DE-circRNAs. KEGG analysis of the host genes of the DE-circRNAs showed that apoptosis was one of the significantly enriched pathways. The characteristics of the DE-circRNAs, including back-splicing, RNase R resistance, and stability, were validated and suggested that these transcripts were real circular in form. We further showed that *circ_CBFA2T2* and *circ_KIF16B* were two of the most relevant down-regulated and up-regulated exonic DE-circRNAs with miRNA binding sites. We further confirmed the expression of the targeted genes of these circRNAs, the antioxidant gene *GCLC* (potential target of circ_CBFA2T2), and the apoptotic gene *TP53* (potential target of circ_KIF16B). Lastly, we showed that the p53/PHLDA3 pathway might participate in granulosa cell apoptosis. Based on these results, we hypothesized that these circRNAs might potentially play a role in granulosa cells apoptosis and thus antral follicular atresia.

Interestingly, despite relatively low expression levels per circRNA species, the diversity of the observed circRNA species is high, and many circRNA isoforms can be expressed by a single gene [29]. In line with this observation, our results showed that one parental gene could produce several circRNA isoforms, sometimes even more than 10. Only one or two isoforms were usually expressed at dominant levels, while most other isoforms exhibited low expression levels, suggesting that the dominant form might be purposefully produced to serve a specific function in granulosa cells.

CircRNAs have been suggested to function as miRNA sponges and participate in miRNA-mediated post-transcriptional regulation. Only a limited number of such circRNAs, however, contain multiple binding sites to sequester a particular miRNA. For example, circRNA—ciRS-7 harbors more than 70 conserved binding sites and acts as a sponge for miR-7 to regulate brain cell development [30]. Accumulating evidence suggests, however, that these large numbers of putative targeting sites are not necessary for circRNA to act as a miRNA sponge. An abundant circRNA derived from exon2 of the *HIPK3* gene harbors only two binding sites for miR-124, but can despite this low number of targeting sites directly inhibit the activity of miR-124 [23]. In line with these observations, the present study showed that most of the DE-circRNAs harbored only one to two targeting sites for miRNAs. For instance, circ_CBFA2T2 and circ_KIF16B, located mainly in the cellular cytoplasm, had only two putative binding sites for ssc-miR-9847-3p and one putative binding site for ssc-miR-493-3p, respectively.

Several studies have reported that oxidative stress caused by the presence of the xenotoxic stressors can lead to ovarian follicular atresia [6,26]. In the present investigation, the mRNA concentrations of *GCLC*, the putative targeted gene of circ_CBFA2T2, and *GCLM* were significantly lower in the AA follicles compared to HA follicles. *GCLC* and *GCLM* are two subunits of glutamate-cysteine ligase, which acts as a rate-limiting enzyme in glutathione synthesis, an important antioxidant [31]. Hatzirodos et al. [22] observed a six-fold decrease in *GCLC* mRNA concentrations in small AA follicles in the bovine ovary. These observations strengthen the assumption of a disturbed glutathione antioxidant capacity in antral follicular atresia. Based on these observations, we speculated that circ_CBFA2T2 might play a role in antral follicular atresia via targeting *GCLC*.

miRNAs play an important role in the regulation of apoptotic processes. Kleemann et al. showed in ovarian carcinoma cell lines that miR-493-3p mimic transfection led to the disruption of the mitochondrial membrane potential and activation of caspases and apoptosis [8]. ssc-miR-493-3p is predicted to bind to circ_KIF16B, one of the identified DE-circRNAs in the present study. A predicted targeted gene of ssc-miR-493-3p is *TP53,* a gene in which the mRNA content was significantly up-regulated in granulosa cells of AA follicles in our study. The up-regulation of *TP53* mRNA content coincided with intense p53 immunostaining in apoptotic granulosa cells of AA follicles, implicating that *TP53* gene translation occurred, while p53 immunostaining was faint to absent in granulosa cells of HA follicles. This p53 immunostaining pattern coincided with previous observations in the rat ovary [32].

Recently, Haraguchi et al. (2019) found that in murine ovarian cumulus granulosa cells, the mouse double minute 2 homolog (Mdm2) - steroidogenic factor 1 (SF1) pathway played an important role in oocyte maturation by suppressing p53 activation; deletion of *Mdm2* gene expression led to the activation of p53 [33]. We, however, did not observe differences in the expression of *Mdm2* and *SF1* in mural granulosa cells of healthy and atretic antral follicles (data not shown). Our data thus suggested that the activation of p53 in mural granulosa cells of atretic antral follicles in the porcine ovary did not seem to be due to a decrease *in Mdm2* and *SF1* gene expression.

It has been reported for other cell types, including fibroblasts and skin keratinocytes, that p53 preferably induces apoptosis via the B-cell lymphoma 2 (BCL-2)-regulated intrinsic apoptotic pathway by directly binding to its target genes, such as *PUMA* and *BIM* [27]. In our study, granulosa cells apoptosis, however, did not seem to favor these target genes as the mRNA content of *BIM* and *PUMA* was not altered in AA follicles compared to HA follicles. This suggested that another target gene must be involved in the p53-dependent apoptotic pathway in granulosa cells. Recently, a novel target gene of p53, named *PHLDA3*, has been shown to induce apoptosis by inhibiting the activity of the PI3K-Akt pathway in tumor cells [28,34]. The PI3K-Akt pathway plays an essential role in granulosa cell growth and apoptosis [5]. PHLDA3, a PH domain-only protein, can repress Akt activity by competitively binding to phosphatidylinositol 4,5-bisphosphate (PIP)2 and PIP3, leading to the activation of caspases and apoptosis. Ablation of endogenous PHLDA3 results in enhanced Akt activity and a decrease of p53-dependent apoptosis [28]. Our results showed that the mRNA content of *PHLDA3* was significantly increased in AA follicles compared to HA follicles. Concomitantly, clear immunostaining of PHLDA3 and cCASP3 was confined to apoptotic granulosa cells in AA follicles, whereas staining in the granulosa cells of HA follicles was faint to absent. This suggested a potential role for PHLDA3 in granulosa cell apoptosis. We, therefore, hypothesized that circ_KIF16B might be involved in antral follicle atresia by serving as a miRNA sponge, which sequesters ssc-miR-493-3p, activating the p53/PHLDA3 signaling pathway and thus promoting granulosa cell apoptosis. The underlying molecular mechanisms of circ_CBFA2T2 and circ_KIF16B in granulosa cell apoptosis, however, needs to be further investigated.

Investigations of the role of circRNAs in ovarian follicular development so far have mainly focused on either the physiology of antral follicular growth or on ovarian diseases, e.g., PCOS. Not much is known about the role of circRNAs in follicle atresia. In a recent mouse study conducted by Jia and colleagues, it is reported that circRNAs might participate in ovarian granulosa cell apoptosis [12]. RNA-Seq analysis of pubertal (six-week-old) and neonatal (5-day-old) mouse ovaries showed up-regulation of circ_EGFR in the pubertal ovary. In vitro overexpression of circ_EGFR promoted the proliferation of granulosa cells, while knockdown of circ_EGFR significantly decreased the rate of proliferation, possibly via increased granulosa cell apoptosis. Our observations from the in vivo perspective extended these findings, as we identified by RNA-Seq 62 DE-circRNAs from a total of 9632 circRNAs in isolated porcine granulosa cells of HA and AA follicles. KEGG pathway analysis of the host genes of these DE-circRNAs showed that the apoptosis pathway was significantly enriched. We observed an increased mRNA content and strong immunostaining of p53/PHLDA3, a target of circ_KIF16B, in granulosa cells of AA follicles compared to HA follicles. These results offered further support for the role of circRNAs in the apoptosis of ovarian granulosa cells. Apart from our study, Guo et al. [35] showed that circ_INHA, generated from the intron of the inhibin subunit alpha gene, was down-regulated in porcine granulosa cells of early AA follicles compared to healthy follicles. circ_INHA inhibited granulosa cell apoptosis, possibly through sponging miR-10a-5p, thus modulating connective tissue growth factor (CTGF, CNN2) expression. CTGF, a member of the calponin (CNN) matricellular protein family, plays a role in many biological processes, including cell proliferation and apoptosis [35]. In contrast to the study by Guo and colleagues, we did not observe differential expression of circ_INHA via deep circRNA-Seq in granulosa cells from HA and advanced stage AA follicles. This discrepancy might be due to differences in the size of the selected antral follicles, as the present study analyzed DE-circRNAs in freshly isolated granulosa cells from 4-7 mm healthy and advanced atretic antral follicles collected during the follicular phase of the estrous cycle, while Guo and colleagues used somewhat smaller 3–5 mm antral follicles and analyzed DE-circRNAs in granulosa cells of healthy and early atretic antral follicles collected at an unknown stage of the estrous cycle.

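The deposited circRNA table holds 0 circRNAs with INHA, the inhibin alpha gene, as host, so no value of circ_INHA could be compared between HA and AA. A circRNA with fewer than 2 junction reads in every library would not be listed. INHA mRNA was 1752 ± 1043 FPKM (SD, n = 3) in AA and 3165 ± 1974 FPKM (SD, n = 3) in HA (adjusted p = 0.498 from limma). CTGF mRNA, listed as CCN2, was 246 ± 16.5 FPKM (SD, n = 3) in AA and 114 ± 28.3 FPKM (SD, n = 3) in HA (adjusted p = 0.0594 from limma).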

In ovarian antral follicles, granulosa cells are subdivided into two distinct classes that are anatomically and functionally distinct: mural granulosa cells, which line the follicular wall, and cumulus granulosa cells, which surround and are in direct contact with the oocyte, together forming the cumulus-oocyte-complex (COC) [36]. There are several observations that have demonstrated that in antral follicular atresia, mural granulosa cells undergo apoptosis, while, at the same time, the cumulus cells remain healthy [37,38]. We confirmed these observations as we did not see morphological differences between COCs retrieved from AA or HA follicles. The absence of a difference in transcript content of circ_CBFA2T2 and circ_KIF16B between cumulus granulosa cells from HA and AA follicles further supported the morphological observation that during follicular atresia when increasing numbers of mural granulosa cells underwent apoptosis, cumulus cells remained healthy. It is not until late-stage atresia when most mural cells have undergone apoptosis that the cumulus cells also become apoptotic [36].

## 4. Materials and Methods

### 4.1. Chemicals

All chemicals were purchased from Sigma (Guangzhou, China) unless indicated otherwise. Antibodies against p53 (lot no. GR316086-42, cat. no. ab131442) and pleckstrin homology like domain family A member 3 (PHLDA3, lot no. GR3295493-2, cat. no. ab196757) were purchased from Abcam (Cambridge, UK). The antibody against cleaved caspase 3 (cCASP3, lot no 45, cat. no. 96615) was purchased from Cell Signaling Technology (Leiden, The Netherlands).

### 4.2. Animal and Follicles Collection

The whole experiment design was depicted as shown in the Figure 8. Sixty porcine ovaries from 30 gilts (nulliparous, around 180 days old with a bodyweight of approximately 120 kg) were used in this study. The gilts were housed at a local farm and monitored once daily to determine the stage of the estrous cycle in the presence of a boar. The first day of the estrous cycle onset was counted as day 0 of the estrous cycle. The animals were slaughtered in a local abattoir on day 16–19 of the estrous cycle, the beginning to mid follicular phase of the cycle [39]. In total, 60 ovaries were collected in our study, of which six ovaries from six different animals were snap-frozen immediately after the slaughter in the nitrogen liquid and stored at −80 °C until further immunohistochemical processing. The other 54 ovaries were collected immediately after slaughter and washed in 0.01 M phosphate-buffered saline pH 7.4 (PBS), transferred to a 30 °C PBS solution containing 1% penicillin-streptomycin, and transported to the laboratory within 1 h after slaughter. To ensure that follicle dissection was finished within a reasonably short time frame, the sows were slaughtered at three different days (three different batches). At each slaughter day, 15 to 20 ovaries were collected for antral follicle dissection (in total, 54 ovaries were used for follicle dissection). While dissecting one ovary, the remaining ovaries of that batch were stored in dulbecco’s phosphate buffered saline (DPBS) on ice. For each batch, follicles were dissected within 1.5 h after arrival in the lab. Antral follicle size was estimated by measurement of two perpendicular diameters with a millimeter scale. Individual antral follicles, approximately 4–7 mm in diameter, were dissected from the ovaries.

Healthy antral (HA) follicles and atretic antral (AA) follicles were classified morphologically under a stereomicroscope, as described previously [40,41,42]. Briefly, HA follicles were characterized by a vascular sheath on the follicular surface with a pinkish color and clear follicular fluid in the antrum. AA follicles were identified by an opaque color, the absence of clear vascularization on the surface of the follicle, and a large amount of debris floating in the follicular fluid [42,43]. Based on the criteria from Gioia et al. [43], these AA follicles were considered to be at an advanced stage of atresia.

In order to confirm the classification, 10 randomly selected follicles classified as either well-vascularized or non-vascularized from total 245 dissected follicles were fixed in diluted Bouin’s fluid (0.9% picric acid, 4% formaldehyde, 5% glacial acetic acid) for 24 h at 4 °C and embedded in paraffin. The follicles were sectioned at a thickness of 5 μm. Six sections of each follicle were randomly selected, mounted on glass slides, stained with periodic acid Schiff’s reagent (PAS) and Mayer’s hematoxylin, and examined by light microscopy. Antral follicles were considered to be atretic when more than 5% of the granulosa cells showed signs of apoptosis, while the theca layer of these follicles showed signs of hypertrophy. In more advanced atretic follicles, apoptotic granulosa cells were not only observed in the mural cell layer but also throughout the follicular antrum [5,26]. The status of follicular atresia was further confirmed by immunostaining for the presence of cCASP3 (see below). The histological analysis confirmed the macroscopical identification of HA and AA follicles (Figure S1).

Based on the criteria described above, 120 follicles (60 HA follicles and 60 advanced AA follicles) were selected from a pool of 235 follicles; the 115 follicles that were not included in the follicle selection did not meet our selection criteria for healthy and advanced atretic antral follicles based and were thus excluded from sampling. These two pools of 60 follicles were randomly divided into 6 groups of 10 follicles each. Follicular fluid was collected and pooled per 10 follicles. In the advanced stage atretic antral follicles, apoptotic granulosa cells had become lose from the follicle wall and were floating in the antrum, mixing with the follicular fluid. When dissecting these follicles, the follicular fluid and floating apoptotic granulosa cells were collected together in a Petri dish. The mural granulosa cells of these atretic follicles were scraped from the follicular wall and mixed with this follicular fluid to obtain a complete sample of granulosa cells (floating and mural cells) from the atretic follicles. To create comparable granulosa cell samples, the mural granulosa cells scraped from the walls of healthy antral follicles were also mixed with the follicular fluid. In brief, follicles were dissected in a Petri dish in PBS and cut in smaller segments. Follicular wall fragments (consisting of theca and mural granulosa layer) and the cumulus-oocyte-complex (COC) were separated. COCs were collected with a Pasteur pipette and transferred to another Petri dish, where cumulus granulosa cells were mechanically stripped from the oocyte. The collected cumulus cells were washed in PBS, centrifuged, and then stored at −80 °C until RNA extraction. Simultaneously, the mural granulosa cells were scraped off from the dissected follicle wall by gentle rubbing with a glass round-smooth Pasteur pipette [22]. The scraped granulosa cells were mixed with the follicular fluid of the corresponding follicles, diluted 1:3 in PBS, transferred to a 1.5 mL Eppendorf (EP) tube, and centrifuged at 800 g for 5 min. The supernatant was collected and stored at −80 °C for subsequent hormone analysis. The residual granulosa cells remaining in the precipitate were stored at −80 °C until RNA isolation.

To test the purity of the isolated granulosa cells, cells were labeled with an antibody against the follicle-stimulating hormone receptor (FSHR, ab150557, Abcam), a specific marker for granulosa cells [44]. On average, approximately 1 × 10^4^ cells in three biological replicates (three different pools of follicles derived from three different batches of sows) were analyzed. After FSHR immunostaining, pictures were taken by a light microscope (Leica DM6000B, equipped with a DFC356FX digital camera and LasX imaging software; Leica Microsystems, Guangzhou, China) and analyzed using Image J software.

### 4.3. Granulosa Cells Cultured In Vitro

To test the stability of circRNAs, in vitro cultured granulosa cells were treated with actinomycin D, a transcription inhibitor. Isolated granulosa cells were seeded into 6-well or 12-well plates and cultured in Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 supplied with 10% FBS and 1% penicillin-streptomycin (Gibco, Thermo Fisher, Shanghai, China) for 24 h. Transcription was blocked by adding 2 µg/mL actinomycin D or dimethylsulfoxide (Sigma-Aldrich, St. Louis, MO, USA) as a control, with three replicates for each treatment under five time-points of 0, 6, 12, 18, and 24 h, respectively. At each time point, cells were collected for RNA isolation, and qRT-PCR was used to quantify the content of circRNAs and their linear mRNAs (see below).

### 4.4. Follicle Fluid IGF1, AMH, and Estradiol Measurements

Insulin-like growth factor 1 (IGF1, follicle fluid diluted 1:3; Porcine IGF1 ELISA Kit; CUSABIO, Wuhan, China), anti-Müllerian hormone (AMH, follicle fluid diluted 1:4; Porcine AMH ELISA Kit; CUSABIO), and estradiol levels (follicle fluid diluted 1:2; Porcine estradiol ELISA Kit, Enzo Life Sciences, Shenzhen, China) were determined, according to the protocol of the respective suppliers as reported previously [45]. The inter-assay variation was less than 10% for all assays.

### 4.5. Circular RNA Library Construction and Illumina Sequencing

Total RNA from granulosa cells of three randomly selected samples of pooled granulosa cells from either 10 HA or 10 AA follicles was isolated using TRIzol (Life Technologies, Shanghai, China) for the purpose of RNA-sequencing (RNA-seq). High throughput transcriptome sequencing was carried out by Cloud-Seq Biotech (Shanghai, China). Briefly, total RNA extraction and rRNA depletion were performed using the Ribo-Zero rRNA Removal Kit (Illumina, Shanghai, China), according to the manufacturer’s instructions. RNA libraries were constructed from the rRNA-depleted RNA using the TruSeq Stranded Total RNA Library Prep Kit (Illumina), according to the manufacturer’s instructions. The quality and quantity of the libraries were checked by the BioAnalyzer 2100 system (Agilent Technologies, Palo Alto, CA, USA). Ten pM libraries were denatured, captured on Illumina flow cells, amplified in situ, and finally sequenced for 150 cycles using the Illumina HiSeq Sequencer, according to the manufacturer’s instructions. All Illumina sequencing data have been submitted to the Gene Expression Omnibus (GEO) under accession number (GSE136589).

### 4.6. RNA-Seq Data Analysis

Data analysis was performed, according to Veno et al. [24], with minor modifications. Briefly, paired-end reads were harvested from the Illumina HiSeq 4000 sequencer; quality control was performed by Q30. After 3′adaptor-trimming, low-quality reads were removed using cutadapt software (v1.9.3, https://cutadapt.readthedocs.io/en/stable/) [46]. The remaining high-quality trimmed reads were used to analyze circRNAs.

The reads were aligned to the porcine genome (Sscrofa10.2/SusScr3) by employing bowtie2 software (v. 2.2.4, http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) [47]. CircRNAs were detected and identified with find-circ software [30] downloaded from circBase [48]. The find-circ pipeline was run as suggested by the developers, except for an increased filtering stringency, requiring that both anchor segments mapped to the genome with mapping scores of 40. Only circRNAs, with two or more supporting reads within single samples, were used for further analysis.

Host genes, giving rise to individual circRNAs, were identified by matching the genomic location of circRNAs with the location of genes detected by TopHat/Cufflinks using BEDtools [49]. Published circRNAs were used to annotate the identified circRNAs. Back-splice junction reads for every circRNAs were normalized by mapped read numbers for each sample, and then log2 transformed. To detect differentially expressed circRNAs between granulosa cells from HA and AA follicles, a multiple testing correction method was used to estimate the false discovery rate (FDR). GO and pathway enrichment analysis were performed for the host genes of the differentially expressed circRNAs, using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.8 [50]. Differently expressed circRNAs were visualized as heatmaps using the MultiExperiment Viewer (MeV, http://mev.tm4.org/) [51].

### 4.7. miRNA Target Prediction and circRNA-miRNA-mRNA Network Construction

The predicted miRNA binding sites for the differentially expressed circRNAs were identified using the miRanda [52] and Targetscan [53] algorithms. Only those circRNA-miRNA interactions predicted by both algorithms were used for the downstream network construction and analyses. miRNA-mRNA interactions that were common in both miRanda and TargetScan were then used to determine the gene targets of each filtered miRNA. Using these data, the outline of a circRNA-miRNA-mRNA regulatory network was visualized using Cytoscape (version 3.8, https://cytoscape.org/).

### 4.8. Candidate circRNAs Selection

To confirm that these circRNAs indeed played a functional role via miRNA sponging in antral follicular atresia, candidate circRNAs were selected from differentially expressed (DE)-circRNAs according to the following criteria. To exert miRNA sponging function, these circRNAs needed to be stably located in the cytoplasm and have miRNA binding sites [23]. Thus exon-derived circRNAs, which were mainly cytoplasmic in location, should be suitable candidates for further investigation (Table 1) (criterium 1). Only DE-circRNAs with a fold change (FC) of at least 10 were considered to be suitable for selection (criterium 2). The DE-circRNAs should be consistently expressed in all samples with FDR values < 0.01 (criterium 3). Lastly, the functions of the target genes of the candidate circRNAs needed to be described in the literature and preferably should be directly associated with antral follicular atresia (criterium 4).

### 4.9. RNA Preparation and qRT-PCR

The nuclear and cytoplasmic fractions of three samples, each containing pooled granulosa cells of 10 HA and 10 AA follicles, were extracted using the PARIS KIT (Thermo Fisher, Shanghai, China) according to the manufacturer’s instructions. Briefly, approximately 10^7^ granulosa cells were collected, washed in PBS once, and then placed on ice. The granulosa cells were subsequently resuspended in 500 μL ice-cold cell fractionation buffer and incubated on ice for 10 min to induce complete lysis. The samples were centrifuged at 500× *g* for 5 min at 4 °C, after which the cytoplasmic fraction was carefully aspirated from the nuclear pellet. The nuclear fraction was further lysed in cell disruption buffer. Following this, total RNA from whole-cell lysates of the nuclear and cytoplasmic fraction, respectively, was isolated using TRIzol (Life Technologies).

Next, 3 μg of total RNA of each sample was incubated for 15 min at 37 °C with or without RNase R (3 U/μg RNA, Epicenter Technologies, Shanghai, China), followed by inactivation for 3 min at 95 °C. The resulting RNA was subsequently purified using the RNeasy MinElute Cleaning kit (Qiagen, Guangzhou, China). In order to guarantee similarly effective RNase R treatment, all RNA samples were treated simultaneously in one run.

To quantify the amount of circRNA and mRNA, the qRT-PCR analysis was performed; 1 μg RNA of each sample was used for cDNA synthesis using the PrimeScript RT Master Mix (Takara, Guangzhou, China). Quantitative RT-PCR reactions were performed employing SYBR Premix Ex Taq II (Takara, Guangzhou, China). Individual samples were measured in duplicate. A standard curve using serial dilutions of the pooled sample (cDNA from all samples), negative control without cDNA template, and a negative control without reverse transcriptase (RT) were included in every assay. Only standard curves with efficiency between 90% and 110% and a correlation coefficient above 0.99 were accepted. Data were normalized against the reference gene β-actin. Divergent primers annealing at the distal ends of circRNAs were used to determine the abundance of circRNAs, while the convergent primers were used to measure the mRNA content. To further confirm the junction sequence of circRNAs, PCR products of divergent primers were gel purified and handed in for Sanger sequencing at Sangon Biotech Co. Ltd. (Shanghai, China). The primers used and PCR annealing temperatures for each gene are summarized in Table S3.

### 4.10. Immunohistochemistry

Frozen ovaries (*n* = 6 from six different animals) were serial sectioned (7 µm). Serial sections from each of the six ovaries were selected at random and mounted on Superfrost plus glass slides (Menzel- Gläser, Braunschweig, Germany). To determine the presence of proteins (p53, PHLDA3, and cCASP3) in porcine ovaries, immunohistochemistry was performed, according to Meng et al., with some modifications [5,26]. For each antibody tested, all ovarian sections were stained in one run, in order to be able to compare the immunohistochemical staining among the different animals. Briefly, sections were air-dried for 30 min and fixed in 4% phosphate-buffered paraformaldehyde for 10 min. Slides were subsequently washed in water, microwaved in sub-boiling 0.1 M sodium citrate buffer (pH = 6) for 10 min for epitope antigen retrieval. Slides were cooled down to room temperature and rinsed with Tris-buffered saline (TBS) pH 7.4. Endogenous peroxidase activity was blocked with 3% (v/v) hydrogen peroxide in methanol. Aldehyde residues were blocked with 0.3% glycine in TBS for 30 min. After rinsing with TBS, sections were incubated with 5% (*wt/v*) normal goat serum in TBS for 60 min at room temperature. Following the removal of goat serum, sections were incubated overnight at 4 °C in a humidified chamber with the respective primary antibodies (p53, 1:200; PHLDA3, 1:200; cCASP3, 1:1000) diluted in TBS-BSAc (Aurion, Wageningen, The Netherlands). Sections were rinsed and incubated at room temperature with the corresponding secondary biotin-labeled antibody diluted 1:200 in TBS-BSAc. After rinsing with TBS, the avidin-biotin complex (ABC kit elite, Vector Laboratories, Burlingame, CA, USA) was diluted 1:750 (*v/v*) in TBS-BSAc. Bound antibodies were visualized using 3-3′ diaminobenzidine (Impact DAB kit, Vector Laboratories) diluted 1:400 (v/v). Sections were counterstained with Mayer’s hematoxylin. Control sections were incubated with isotype IgG (Vector Laboratories, Burlingame, CA, USA), instead of the respective primary antibodies, according to the manufacturer’s instructions. Background staining in these controls was negligible.

### 4.11. Statistical Analysis

To perform the statistical analysis, as described above, GraphPad Prism version 7.00 (Graphpad Software, San Diego, CA, USA) was used. Data were expressed as the mean ± standard error of the mean (SEM). Data were checked for normality, and when the normality was confirmed, the Student’s t-test was used for data analysis. If normality could not be assumed, data were log10 transformed. If data was still not normally distributed after log transformation, a Mann–Whitney non-parametric test was used. *p*-values < 0.05 were considered to be significantly different.

## 5. Conclusions

Taken together, our study provided an overview of the presence of circRNAs in granulosa cells from HA and AA follicles. The association between the expression of two differentially expressed candidate circRNAs (circ_CBFA2T2 and circ_KIF16B) and their respective targeted genes *GCLC* and *TP53* implicated a potential role for these circRNAs in granulosa cell apoptosis. The identification of RNA circularization may further expand our understanding of the molecular regulation atresia in antral follicles.

## Figures and Tables

**Figure 1:**
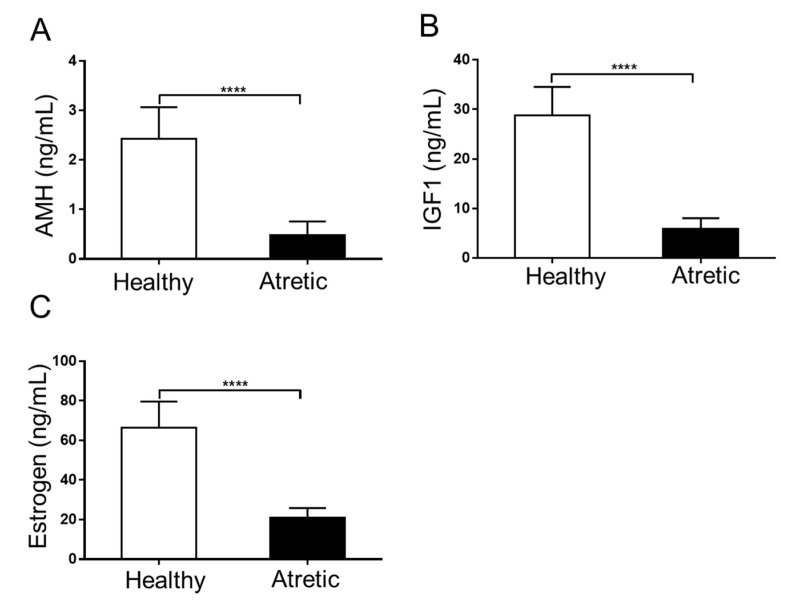
Hormone concentrations in pooled follicular fluid of 4–7 mm HA and AA follicles obtained from 6 different sows. (**A**) Anti-Müllerian hormone (AMH) concentrations (ng/mL). (**B**) Insulin-like growth factor 1 (IGF1) concentrations (ng/mL); (**C**) Estradiol concentrations (ng/mL). HA, healthy antral follicles; AA, atretic antral follicles. Values represent means +/− SEM. ****, *p* < 0.001.

**Figure 2:**
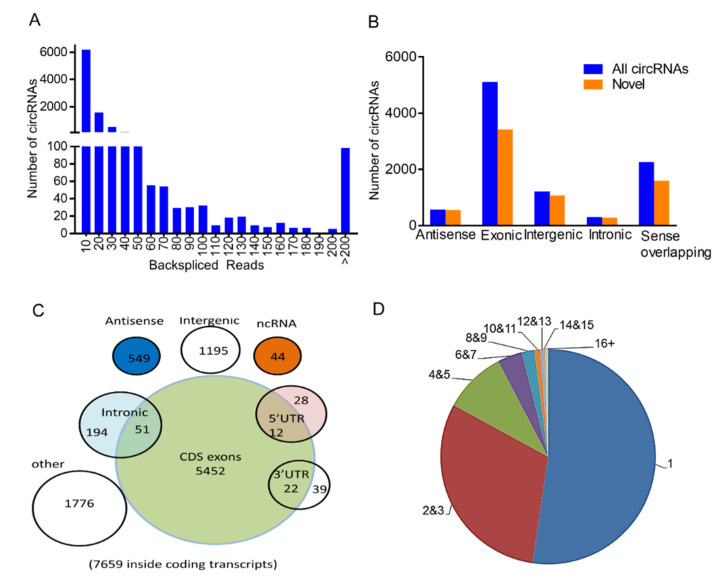
Expression profiles of circular RNAs (circRNAs) in porcine granulosa cells in HA and AA follicles. (**A**) A number of circRNAs with different back-spliced reads. (**B**) A number of newly discovered circRNAs among different types of circRNAs. (**C**) Genomic origin of identified porcine circRNAs. (**D**) A number of circRNAs produced from one gene. HA, healthy antral follicles; AA, atretic antral follicles. Follicles were isolated in batches at three different time points, each batch containing 15–20 ovaries.

**Figure 3:**
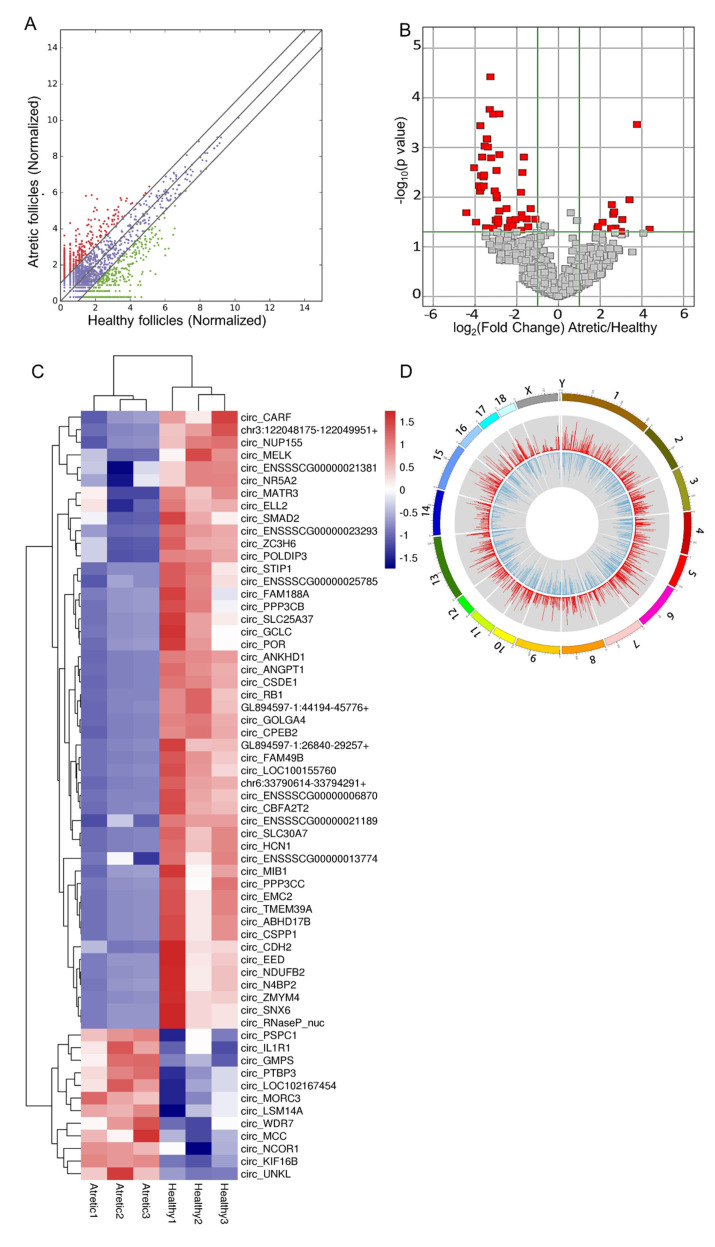
Profiles of differentially expressed circRNAs (DE-circRNAs). (**A**) Scatter plot, assessing the overall distribution of DE-circRNAs between HA and AA follicles. Values on the horizontal and vertical axis represent the averaged normalized signal values of each group (log_2_ transformed). The red and green dots indicate circRNAs with fold change (FC) ≥ 2.0. (**B**) Volcano plot, visualizing the statistical difference of the DE-circRNAs. The horizontal axis represents the FC of detected circRNAs, and the vertical axis represents the *p*-value. The red dots in the plot denote the significantly different DE-circRNAs (FC ≥ 2.0 and *p* ≤ 0.05, respectively). (**C**) Hierarchical clustering, showing the expression profiles of all the DE-circRNAs. Rows represent circRNAs, while columns represent different samples. The circRNAs were classified according to Pearson correlation. (**D**) Circos plot, showing the distribution of DE-circRNAs on porcine chromosomes. From the outside to the inside, the circos plot was divided into three layers. The first layer indicated the chromosome map of the porcine genome, where the DE-circRNAs were located. The second layer with red bars denoted the mean expression levels of DE-circRNAs in AA follicles, while the third layer represented the average expression levels of DE-circRNAs in HA follicles. CDS, protein-coding exons. Follicles were isolated in batches at three different time points, each batch containing 15–20 ovaries.

**Figure 4:**
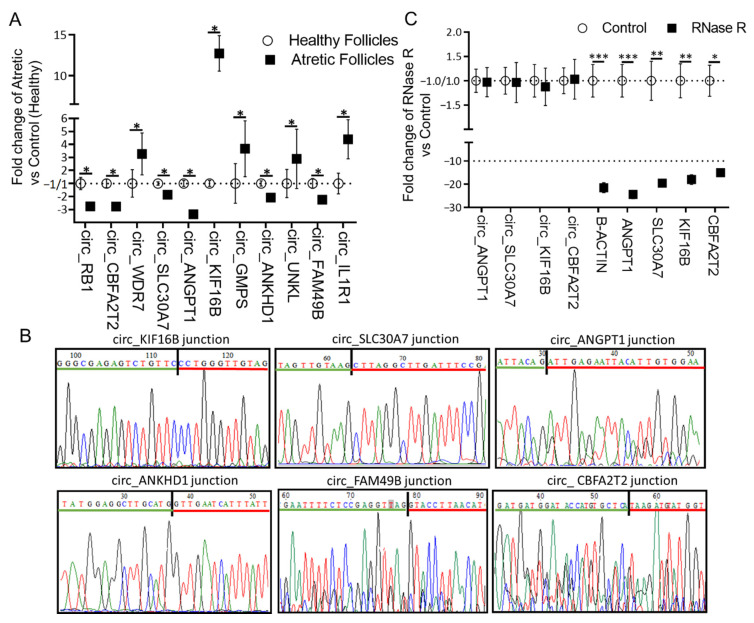
Validation and characterization of circRNAs. (**A**) Relative circRNA expression measured by qRT-PCR. circRNA expression was calculated as a fold change of AA over HA follicles. circRNA expression in HA was set to 1 for up-regulated genes and −1 for down-regulated genes. (**B**) Representative examples of PCR products purified and sequenced to confirm circRNA junction sites by Sanger sequencing, *n* = 3. (**C**) qRT-PCR for the abundance of circRNAs (*n* = 6) and mRNAs (*n* = 6) treated with RNase R. The amount of circRNAs and mRNAs was calculated as fold change of RNase R over controls. The expression values in the controls were set to 1 for up-regulated genes and −1 for down-regulated genes. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. Follicles were isolated in batches at three different time points, each batch containing 15–20 ovaries.

**Figure 5:**
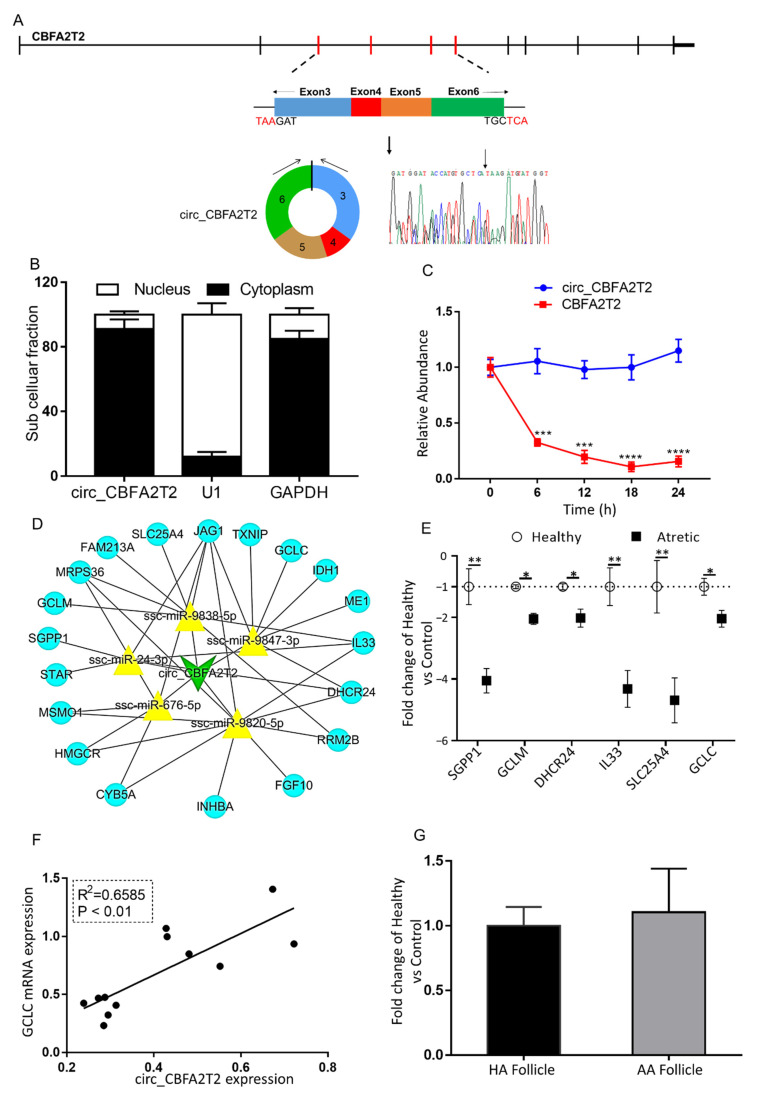
The characterization and putative role of circ_CBFA2T2. (**A**) The genomic loci of circ_CBFA2T2 in the *CBFA2T2* gene. The expression of circ_CBFA2T2 was validated by qRT-PCR, followed by Sanger sequencing. Arrows represent divergent primers binding to the genome region of circ_CBFA2T2. (**B**) Cellular characterization of circ_CBFA2T2. Levels of nuclear control transcript (U1), cytoplasmic control transcript (GAPDH and mRNA), and circ_CBFA2T2 were assessed by qRT-PCR in nuclear (*n* = 3) and cytoplasmic (*n* = 3) fractions of porcine granulosa cells. Data are presented as a percentage of U1, GAPDH, and circ_CBFA2T2 levels. (**C**) qRT-PCR for the abundance of circ_CBFA2T2 (blue line, *n* = 3) and *CBFA2T2* mRNA (red line, *n* = 3) in granulosa cells treated with actinomycin D at the indicated time points. (**D**) A putative ceRNA network of circ_CBFA2T2 constructed by Cytoscape 3.8. The green V shape represents circ_CBFA2T2, the yellow triangle represents targeted miRNAs, and blue circles denote targeted mRNAs. (**E**) qRT-PCR for the abundance of mRNA content of eight targeted genes in granulosa cells of HA (open circles, *n* = 6) and AA (filled squares, *n* = 6) follicles. (**F**) Association of expression levels of circ_CBFA2T2 and *GCLC*. (**G**) circ_CBFA2T2 expression in cumulus cells of HA (black bar, *n* = 6) and AA (grey bar, *n* = 6) follicles, as measured by qRT-PCR. Gene expression, as fold change of AA over HA follicles, with no change, was indicated as 1. *, *p* < 0.05; **, *p* < 0.01. Follicles were isolated in batches at three different time points, each batch containing 15–20 ovaries.

**Figure 6:**
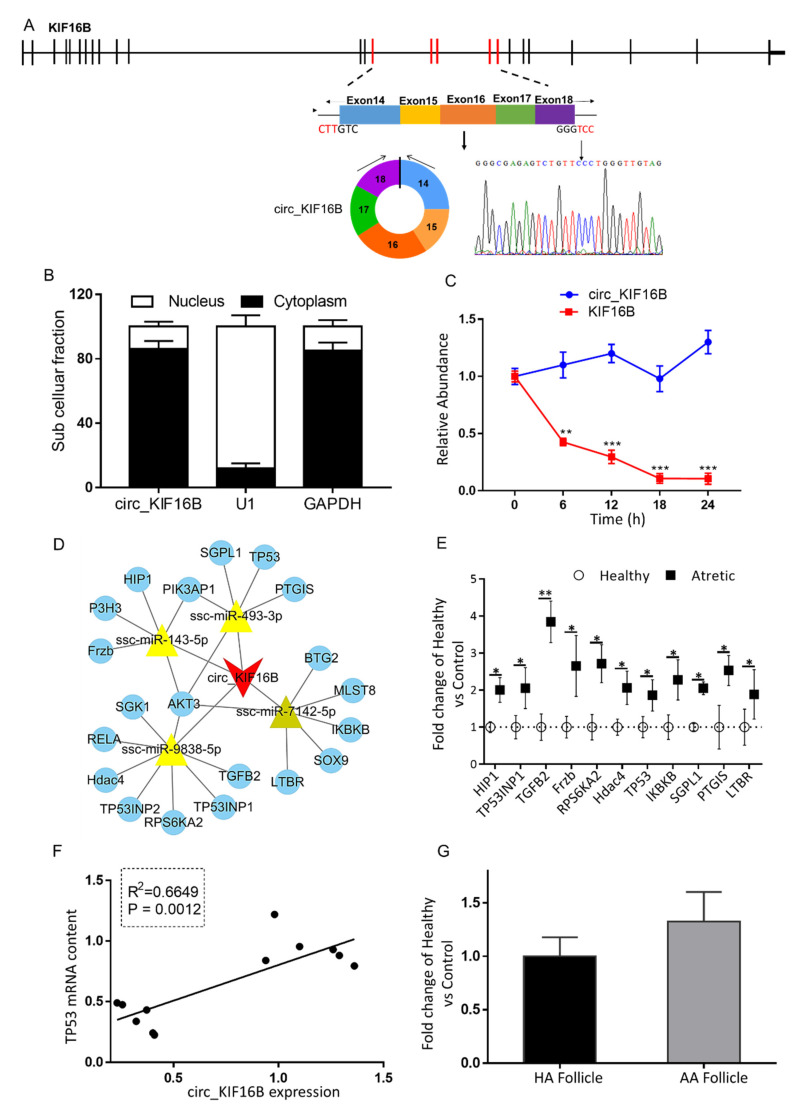
Characterization and putative role of circ_KIF16B. (**A**) The genomic loci of circ_KIF16B in the *KIF16B* gene. The expression of circ_KIF16B was validated by qRT-PCR, followed by Sanger sequencing. Arrows represent divergent primers binding to the genome region of circ_KIF16B. (**B**) Cellular characterization of circ_KIF16B. Levels of nuclear control transcript (U1), cytoplasmic control transcript (GAPDH and mRNA), and circ_KIF16B were assessed by qRT-PCR in nuclear (*n* = 3) and cytoplasmic fractions (*n* = 3) of porcine granulosa cells. Data are presented as a percentage of U1, GAPDH, and circ_KIF16B levels. (**C**) qRT-PCR for the abundance of circ_KIF16B (blue line, *n* = 3) and KIF16B mRNA (red line, *n* = 3) in granulosa cells treated with actinomycin D at the indicated time points. (**D**) A putative ceRNA network of circ_KIF16B constructed by Cytoscape 3.8. The red V shape represents circ_KIF16B, the yellow triangle represents targeted miRNAs, and blue round circles denote targeted mRNAs. (**E**) qRT-PCR for the abundance of mRNA content of 10 targeted pro-apoptotic genes in granulosa cells of HA (open circles, *n* = 6) and AA (filled squares, *n* = 6) follicles. (**F**) Correlation of expression levels of circ_KIF16B and *TP53*. (**G**) circ_KIF16B expression in cumulus cells of HA (black bar, *n* = 6) and AA follicles (grey bar, *n* = 6), as measured by qRT-PCR. Gene expression, as fold change of AA over HA follicles, with no change, was indicated as 1. *KIF16B*, kinesin family member 16B; *, *p* < 0.05; **, *p* < 0.01. Follicles were isolated in batches at three different time points, each batch containing 15–20 ovaries.

**Figure 7:**
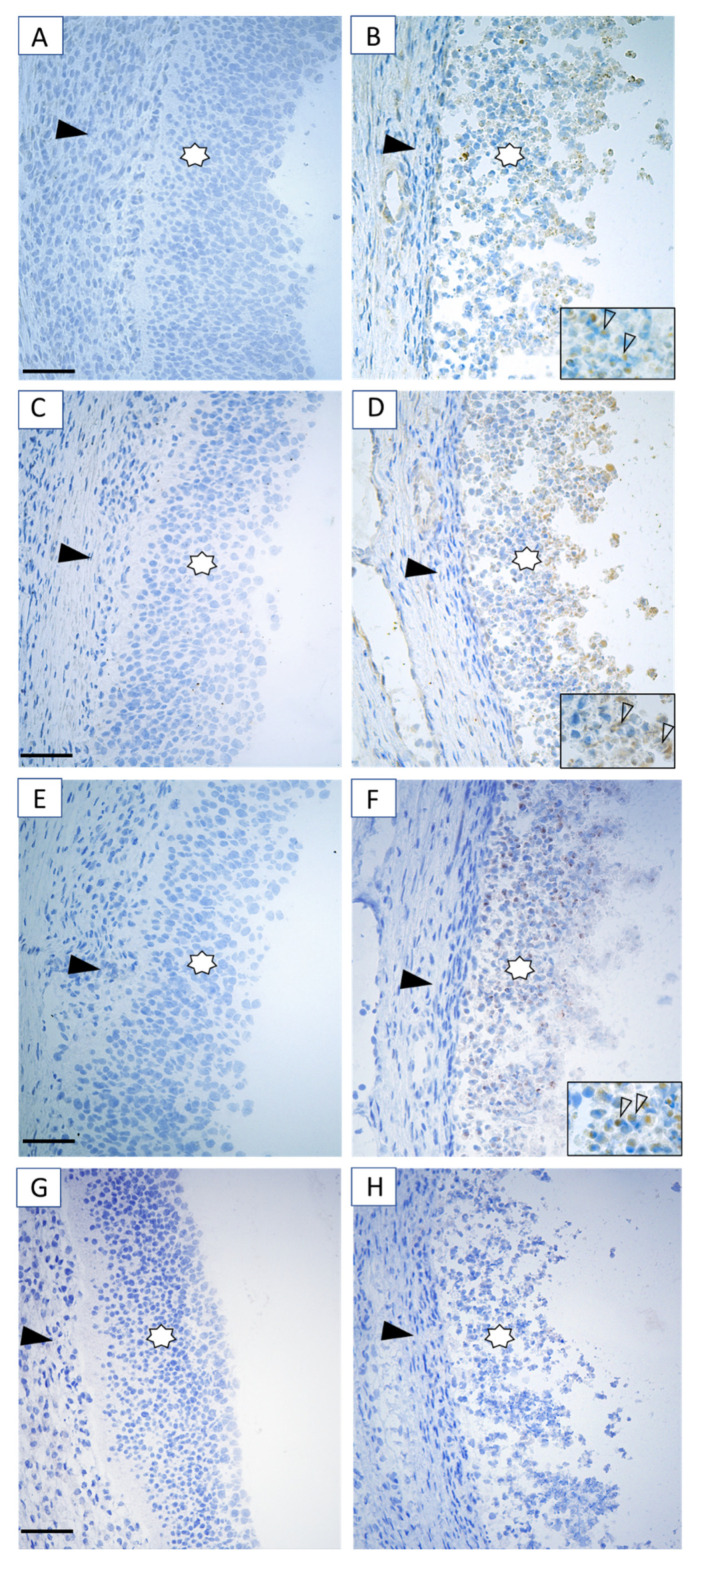
Immunostaining for the presence of p53, PHLDA3, and cCASP3 (brown staining) as markers of the p53 signaling pathway and apoptosis in the HA (**A**,**C**,**E**) and AA (**B**,**D**,**F**) follicles (*n* = 6, ovaries). (**A**,**B**) Representative immunostaining of p53, (**C**,**D**) PHLDA3, (**E**,**F**) cCASP3, and (**G**,**H**) negative controls. Immunostaining of p53, PHLDA3, and cCASP3 was faint to absent in granulosa cells of HA follicle, but moderate to strong in granulosa cells of AA follicles. Staining was faint to absent in theca cells. Insets show a detail of the granulosa layer. Granulosa cells are indicated by asterisks, theca cells by an arrowhead. Scale bars represent 50 µm. HA, healthy antral follicles; AA, atretic antral follicles. cCASP3, cleaved caspase 3.

**Figure 8:**
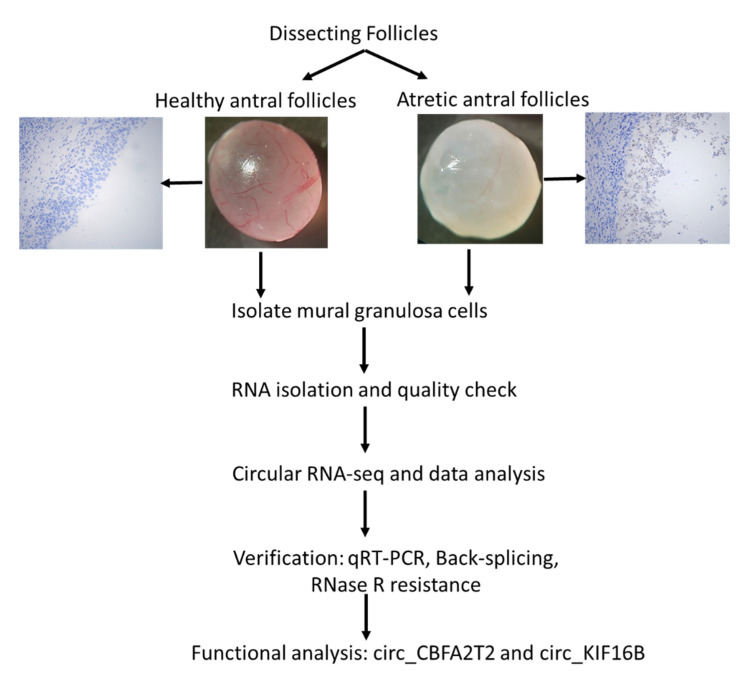
Overview of experimental design.

**Table 1:** Characterization of DE-circRNAs with fold change more than 3 in porcine granulosa cells between healthy and atretic antral follicles.

Gene Name	FDR Value	Fold Change	Up/Down	Catalog	No of Exons	Length	Chromosome
circ_IL1R1	0.046	20.64	up	sense overlapping		50,710	chr3
circ_KIF16B	0.004	13.56	up	exonic	5	482	chr17
circ_UNKL	0.024	10.60	up	exonic	4	565	chr3
circ_PSPC1	0.04	8.33	up	exonic	4	680	chr11
circ_WDR7	0.049	7.99	up	exonic	2	859	chr1
circ_NCOR1	0.045	6.63	up	sense overlapping		64,858	chr12
circ_PTBP3	0.036	6.34	up	exonic	2	286	chr1
circ_MORC3	0.037	6.18	up	exonic	3	350	chr13
circ_GMPS	0.029	5.87	up	exonic	4	499	chr13
circ_MATR3	0.045	5.76	up	exonic	6	972	chr2
circ_LSM14A	0.045	3.72	up	sense overlapping		2856	chr6
circ_MCC	0.045	3.67	up	sense overlapping		67,640	chr2
circ_ZMYM4	0.036	21.30	down	exonic	5	670	chr6
circ_FAM49B	0.011	16.48	down	exonic	3	311	chr4
circ_ANGPT1	0.019	13.53	down	exonic	6	908	chr4
circ_MFSD14A	0.004	13.33	down	exonic	2	243	chr4
circ_ZC3H6	0.012	13.15	down	sense overlapping		4764	chr3
circ_SLC30A7	0.017	13.01	down	exonic	6	660	chr4
circ_CBFA2T2	0.007	12.63	down	exonic	4	768	chr17
circ_LOC100155760	0.012	12.02	down	antisense		17,825	chr1
circ_POLDIP3	0.017	11.92	down	sense overlapping		1227	chr5
circ_HCN1	0.012	11.78	down	sense overlapping		788	chr16
circ_SMAD2	0.006	11.57	down	sense overlapping		4357	chr1
circ_VPS50	0.045	11.03	down	sense overlapping		16,465	chr9
circ_CSDE1	0.005	10.67	down	exonic	2	208	chr4
circ_ANKHD1	0.006	10.34	down	exonic	6	936	chr2
circ_RB1	0.003	9.82	down	exonic	8	793	chr11
circ_GOLGA4	0.002	9.58	down	exonic	6	471	chr13
circ_STIP1	0.007	9.30	down	exonic	3	351	chr2
circ_NDUFB2	0.003	8.72	down	sense overlapping		7158	chr18
circ_EMC2	0.019	8.28	down	exonic	5	444	chr4
circ_ABHD17B	0.04	8.05	down	exonic	2	650	chr1
circ_SNX6	0.011	7.80	down	sense overlapping		328	chr7
circ_TMEM39A	0.021	7.80	down	exonic	2	307	chr13
circ_CSPP1	0.023	7.73	down	sense overlapping		23,646	chr4
circ_RNaseP_nuc	0.043	7.57	down	sense overlapping		131	chr7
circ_GCLC	0.04	7.39	down	exonic	5	603	chr7
circ_EED	0.041	7.34	down	exonic	4	367	chr9
circ_ PPP3CC	0.036	7.10	down	sense overlapping		665	chr14
circ_CPEB2	0.003	7.08	down	antisense		56,995	chr8
circ_SLC25A37	0.033	5.62	down	sense overlapping		59,863	chr14
circ_FAM188A	0.045	5.41	down	exonic	8	707	chr10
circ_ENSSSCG13774	0.042	4.99	down	sense overlapping		42,224	chr2
circ_N4BP2	0.04	4.91	down	sense overlapping		14,757	chr8
circ_CDH2	0.045	4.56	down	exonic	11	1323	chr6
circ_PPP3CB	0.04	4.14	down	exonic	8	1023	chr14
circ_ENSSSCG00025785	0.019	3.46	down	sense overlapping		33,804	chr13
circ_ELL2	0.046	3.42	down	exonic	3	473	chr2
circ_MELK	0.037	3.41	down	exonic	6	611	chr1
circ_POR	0.04	3.41	down	sense overlapping		367	GL894019-2
circ_ENSSSCG00021189	0.012	3.32	down	sense overlapping		81,337	chr11
circ_NUP155	0.007	3.16	down	exonic	2	272	chr16

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/21/15/5217/s1. Figure S1. Representative immunostaining of cCASP3 (brown staining) as a marker of apoptosis in healthy (A) and atretic (B) antral follicles (*n* = 6 follicles from different animals). (A) Healthy antral follicles with no cCASP3 staining in the granulosa cells; (B) Atretic antral follicles with numerous granulosa cell-derived apoptotic bodies, adjacent to and within the antrum, that stain positively for the presence of cCASP3 (detail shown in insert). Granulosa cells are indicated by an asterisk, theca cells by an arrowhead. Scale bar represents 50 µm. Figure S2. Characteristic profiles of circRNAs and DE-circRNAs. (A) Length distribution for exonic circRNAs. (B) Distribution of circRNAs by chromosome. (C) The proportion of different types of DE-circRNAs. (D) The size distribution of DE-circRNAs. (E) Number of DE-circRNAs produced by each chromosome. DE-circRNAs, differentially expressed circRNAs. Figure S3. GO and KEGG analysis performed for the host genes of the DE-circRNAs. Two-D bar graph of biological process (A), molecular function (B), and cellular component (C) categories; bubble chart of potential signaling pathways (D). The length and color of each bar represent the number of genes and *p*-value, respectively. Similarly, the size and color of each bubble represent the number of genes in each pathway and *p*-value, respectively. DE-circRNAs, differentially expressed circRNAs. *n* = 3. Figure S4. CircRNAs-miRNAs interaction network. The V shape nods with red and green color represent circRNAs, and ellipse nodes (blue color) represent miRNAs. The red and green color denotes the up-regulation and down-regulation of circRNAs, respectively. The grey solid line represents the interaction between circRNAs and miRNAs, and the thickness of the line indicates the combined score. Figure S5. Representative GO terms of targeted genes of circ_CBFA2T2 (A) and circ_KIF16B (B). The size and color of each bubble represent the number of genes in each pathway and *p*-value, respectively. Table S1 All the significant GO terms; Table S2 KEGG pathway analysis of host genes of DE-circRNAs; Table S3 Sequences of the primers used for qRT-PCR.

# Supplementary material for: Characteristics of Circular RNA Expression Profiles of Porcine Granulosa Cells in Healthy and Atretic Antral Follicles
**Source:** Int J Mol Sci. 2020 Jul 23;21(15):5217. doi: 10.3390/ijms21155217
**Supplement:** Supplementary file 1

Supplemental 1 All the significant GO terms

| GO Term | P value | GENES |
| --- | --- | --- |
| regulation of homeostatic process | 0.001 | PPP3CB//GCLC//SLC30A7 |
| regulation of ion homeostasis | 0.006 | GCLC//SLC30A7 |
| vasculature development | 0.009 | ANGPT1//MIB1//PPP3CB |
| gene expression | 0.010 | SMAD2//NR5A2//RB1//ELL2//PTBP3//CPEB2//GCLC//PPP3CB |
| cellular homeostasis | 0.011 | GCLC//SLC30A7//PPP3CB |
| RNA metabolic process | 0.012 | SMAD2//NR5A2//RB1//ELL2//PTBP3//GCLC//PPP3CB |
| transcription, DNA-templated | 0.013 | NR5A2//RB1//ELL2//GCLC//PPP3CB//SMAD2 |
| nucleic acid-templated transcription | 0.013 | SMAD2//NR5A2//RB1//ELL2//GCLC//PPP3CB |
| RNA biosynthetic process | 0.014 | SMAD2//NR5A2//RB1//ELL2//GCLC//PPP3CB |
| cellular nitrogen compound biosynthetic process | 0.019 | SMAD2//NR5A2//RB1//ELL2//CPEB2//GCLC//PPP3CB |
| immune effector process | 0.019 | PPP3CB//TMEM39A//LOC100155760 |
| regulation of nitrogen compound metabolic process | 0.022 | NR5A2//RB1//GCLC//CPEB2//PPP3CB//PTBP3 |
| cellular macromolecule biosynthetic process | 0.022 | SMAD2//NR5A2//RB1//ELL2//CPEB2//GCLC//PPP3CB |
| regulation of gene expression | 0.022 | NR5A2//RB1//GCLC//CPEB2//PPP3CB//PTBP3 |
| nucleic acid metabolic process | 0.023 | SMAD2//NR5A2//RB1//ELL2//PTBP3//GCLC//PPP3CB |
| cardiovascular system development | 0.024 | ANGPT1//MIB1//PPP3CB |
| circulatory system development | 0.024 | ANGPT1//MIB1//PPP3CB |
| chemical homeostasis | 0.025 | SLC30A7//PPP3CB//GCLC |
| macromolecule biosynthetic process | 0.025 | SMAD2//NR5A2//RB1//ELL2//CPEB2//GCLC//PPP3CB |
| aromatic compound biosynthetic process | 0.026 | SMAD2//NR5A2//RB1//ELL2//GCLC//PPP3CB |
| heterocycle biosynthetic process | 0.027 | SMAD2//NR5A2//RB1//ELL2//GCLC//PPP3CB |
| organic cyclic compound biosynthetic process | 0.031 | SMAD2//NR5A2//RB1//ELL2//GCLC//PPP3CB |
| regulation of immune effector process | 0.031 | PPP3CB//TMEM39A |
| cellular nitrogen compound metabolic process | 0.035 | SMAD2//NR5A2//RB1//ELL2//PTBP3//CPEB2//GCLC//PPP3CB |
| defense response to virus | 0.037 | TMEM39A//LOC100155760 |
| regulation of RNA metabolic process | 0.041 | NR5A2//RB1//GCLC//PPP3CB//PTBP3 |
| response to stimulus | 0.041 | PPP3CB//TMEM39A//GCLC//SMAD2//MIB1//SLC30A7//CPEB2//ANKHD1//ANGPT1//LOC100155760 |
| anatomical structure formation involved in morphogenesis | 0.042 | ANGPT1//MIB1//PPP3CB |
| response to virus | 0.045 | TMEM39A//LOC100155760 |
| nucleobase-containing compound metabolic process | 0.046 | SMAD2//NR5A2//RB1//ELL2//PTBP3//GCLC//PPP3CB |
| heart development | 0.049 | MIB1//PPP3CB |
| response to endogenous stimulus | 0.050 | SMAD2//GCLC//CPEB2 |

# Supplementary material for: Characteristics of Circular RNA Expression Profiles of Porcine Granulosa Cells in Healthy and Atretic Antral Follicles
**Source:** Int J Mol Sci. 2020 Jul 23;21(15):5217. doi: 10.3390/ijms21155217
**Supplement:** Supplementary file 1

Supplemental table 2 KEGG pathway analysis of host genes of DE-circRNAs

| Pathway | P value | GENES |
| --- | --- | --- |
| HTLV-I infection | 0.000 | IL1R1//PPP3CB//RB1//SMAD2 |
| Pancreatic cancer | 0.004 | RB1//SMAD2 |
| Apoptosis | 0.008 | IL1R1//PPP3CB// SMAD2 |
| Oocyte meiosis | 0.012 | CPEB2//PPP3CB |
| Cell cycle | 0.013 | RB1//SMAD2 |
| Osteoclast differentiation | 0.017 | IL1R1//PPP3CB |
| Alzheimer's disease | 0.029 | NDUFB2//PPP3CB |
| Maturity onset diabetes of the young | 0.035 | NR5A2 |
| Dorso-ventral axis formation | 0.041 | CPEB2 |

# Supplementary material for: Characteristics of Circular RNA Expression Profiles of Porcine Granulosa Cells in Healthy and Atretic Antral Follicles
**Source:** Int J Mol Sci. 2020 Jul 23;21(15):5217. doi: 10.3390/ijms21155217
**Supplement:** Supplementary file 1

Table 1 Sequences of the primers used for qRT-PCR.

Gene denoted with an asterisk was used as reference gene for normalization.

Abbreviations: *RB1*, RB transcriptional corepressor 1; *CBFA2T2,* CBFA2/RUNX1 partner transcriptional co-repressor 2; *WDR7*, WD repeat domain 7; *SLC30A7*, Solute carrier family 30 member 7；*ANGPT1*，Angiopoietin 1；*GMPS*, guanine monophosphate synthase; *KIF16B*, kinesin family member 16B; *ANKHD1*, ankyrin repeat and KH domain containing 1; *UNKL*, unk like zinc finger; *ZMYM4*, zinc finger MYM-type containing 4; *IL1R1*, interleukin 1 receptor, type I; *ACTB*, actin beta; *HIP1,* huntingtin interacting protein 1; *TP53INP1,* tumor protein p53 inducible nuclear protein 1; *TGFB2,* transforming growth factor beta 2; *Frzb,* frizzled related protein; *RPS6KA2,* ribosomal protein S6 kinase A2; *TP53,* tumor protein p53; *IKBKB,* inhibitor of kappa light polypeptide gene enhancer in B-cells kinase beta; *SGPL1,* sphingosine-1-phosphate lyase 1; *PTGIS,* prostaglandin I2 synthase; *LTBR,* lymphotoxin beta receptor; *SGPP1*, Sphingosine-1-phosphate phosphatase 1; *IL33*, interleukin 33; *GCLM*, glutamate-cysteine ligase; *DHCR24*, 24-dehydrocholesterol reductase; *SLC25A4*, Solute carrier family 25 member 4; *GCLC*, glutamate-cysteine ligase catalytic subunit; *PUMA*, BCL2 binding component 3; *BIM*, phorbol-12-myristate-13-acetate-induced protein 1; *PHLDA3*, pleckstrin homology like domain family A member 3.

.

How the deposited data were processed for this re-analysis (not part of the article)

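Granulosa cells were scraped from antral follicles of 4 to 7 mm that had been sorted by eye into healthy (HA) and atretic (AA), and 3 HA and 3 AA pools of 10 follicles were sequenced. In both groups the scraped cells were mixed with the follicular fluid, which in AA follicles held floating apoptotic granulosa cells. By the paper, RNA was depleted of rRNA and read over 150 cycles on an Illumina HiSeq. The samples used were all 6 libraries, and their columns in the deposited tables were matched by the date and group in each column name, which the sample descriptions repeat. The same tables hold no unused columns of values (0).

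The authors trimmed reads with cutadapt v1.9.3, aligned them with bowtie2 v2.2.4 to Sscrofa10.2 (susScr3) and found back-splice junctions with find_circ. The deposited circRNA table gives the authors' raw count of junction reads per circRNA and library, in which every value is 0 or at least 2. It also gives the authors' log2 values, which equal log2 of the count, with 0 entered as 1, plus 1 constant per library for mapped reads. The relative mapped depth from these constants was 1, 0.802 and 0.777 in AA libraries 1 to 3 and 0.695, 0.985 and 0.922 in HA libraries 1 to 3. The deposited gene and lncRNA tables give FPKM from the authors' TopHat and Cufflinks run, whose versions are not given in the sources used here. They also give values the authors call counts, which are a signal scaled by the authors' tool and not raw reads, with totals of 12874900 to 14336000 in the gene table. These served only to judge depth, and no count test was run on them. The gene table holds 19442 genes and the lncRNA table 507 lines for 392 transcripts. The reads themselves were not used here, and neither were the follicular fluid, qRT-PCR, RNase R and actinomycin D data of the paper.

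CircRNA counts were tested with edgeR 4.0.16 (quasi-likelihood test, AA against HA, library sizes from the mapped-read constants). The filter was at least 2 reads in at least 3 of the 6 libraries, which left 1014 of 9362 circRNAs. A call needed a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2, the thresholds of the paper, whose legend of the circRNAs that differ gives a fold change of at least 2 and a p of at most 0.05. Its statistics section names a two-group test of means for normally distributed data without saying whether that covers the sequencing data, and the sequencing methods name no test. For 2 groups, the ordinary linear model with each circRNA's own variance is that test on log2 values. The common dispersion was 2.03. For the circRNAs, the alternatives set before the data were examined were the replicate number as a block, TMM scaling, DESeq2 1.42.0, no filter, detection in at least 5 libraries (348 circRNAs), no fold change minimum, the unadjusted p, an ordinary linear model on the log2 values, and leaving out each library in turn. The pseudocount alternative applies only to normalized values and was not run on counts.

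FPKM were tested with limma 3.58.1 (trend) on log2(FPKM + 1) for the 11001 genes with at least 1 FPKM in at least 3 libraries. For lncRNAs the test used log2(FPKM + 0.1) for the 109 transcripts with at least 0.1 FPKM in at least 3 libraries. The alternatives set beforehand were the block, another pseudocount, no filter, a stricter filter, quantile normalization, median-ratio scaling, limma without the trend, a fold change minimum, and leaving out each library. Added after the data were seen were looser thresholds, the number of circRNAs detected as a covariate, and fits without AA library 2, AA library 3 and HA library 1. The last of these leave AA library 1 alone in its group, and their calls are not given. Gene names came from the table, which names 13088 genes, and from a reference list, which adds symbols to give 14616 genes a name.

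The labels give AA and HA libraries of the same number the same date, which was read as a shared day. The paper describes 3 batches of sows and follicles of each class divided at random into groups of 10, and does not say that the numbers pair the pools. Its methods do not use the batch, so the fits had no block and the block was an alternative. To see whether the numbers pair the libraries in the values, each library was centred on its group and correlated with each library of the other group. The correlations for numbers 1, 2 and 3 were −0.01, 0.00 and −0.06 for circRNAs and −0.29, 0.00 and −0.40 for genes. Other pairs of libraries reached 0.40 (AA library 1 with HA library 3) and 0.30 (AA library 3 with HA library 1) for genes. The values thus show no pairing by number.

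The level of circRNAs as a class was compared by an exact permutation test of junction reads per relative depth. For the 51 host genes with more than 10 circRNAs, an exact sign-flip permutation test compared the leading with the next circRNA over the 6 libraries. Its smallest p of 0.03125 passes adjustment only if at least 32 host genes reach it, so its count of 0 says nothing on leading circRNAs. Host gene terms were tested with Fisher's exact test (one-sided) in the annotation of the deposited gene table. Gene lists written before the data were examined were tested with camera at its preset correlation of 0.01 and with an estimated correlation, and with fry, and p were adjusted over the 28 lists with at least 5 genes tested. A slip in matching list names to the table was found and mended after the list results had been seen, and 21 lists were called before and after. Predictions were written for the comparison of splits, host mRNAs, the number of circRNAs detected, cell composition and the libraries with fewer circRNAs. Only the prediction for thinning reads to equal depth was written before its test was run, and the others came after their results. No prediction was written for isoform thresholds, terms or the class level.

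The named circRNAs are every circRNA in the paper's text or Table 1, whose values had been seen, and those called by edgeR. Table 1 lists 52 circRNAs, 40 lower and 12 higher, and each was matched to a single circRNA of the table by class, chromosome and length within 1 nt, and for 47 of them by host name as well. All 52 then had the fold change of Table 1 within 0.01 on the deposited scale. The named genes are every gene in the paper's text or supplementary tables, and the 4 members of each list with the smallest adjusted p. The rule also asked for the called genes with the largest changes, but limma called none. Genes with the largest changes at an adjusted p of at most 0.1 were taken instead, after the values were seen. Genes called with the block were added then as well. Other names were chosen after their values were seen, and the text says so. Fold changes against a group without reads use a floor of 3 reads over that group, and ratios of small counts have exact 95% binomial intervals. The floor takes the reads of the other group as counted, so these fold changes are not confidence limits.

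The methods were tried on simulated data. With circRNA counts at the dispersion of the real table, edgeR recovered 0% of circRNAs changed 4-fold, 16-fold and 64-fold, and an ordinary linear model at unadjusted p recovered 7.46, 38.8 and 51.5% while selecting 5.16% of unchanged circRNAs. At a dispersion of 0.2, edgeR recovered 40.3, 77.6 and 83.3%. For genes, limma recovered 22.4, 76.1 and 89.4% of changes of 1, 2 and 3 on the log2 scale, or 0, 41.8 and 72.7% with the block. The simulated genes held no block effect. Camera recovered 100% of simulated lists of independent genes shifted by 1 on the log2 scale. Genes of a real list can be correlated, and no real list was called with an estimated correlation, so this recovery does not carry over to the real lists. For lncRNAs, limma recovered 45.0% of changes of 3. Scripts ran under R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.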

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

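The gene lists were written before the data were examined, and both tests of cell composition below were chosen after the list results had been seen. The paper does not report on the gene table, so each called list is given here. Of 28 lists, 21 were called by camera at its preset correlation, 12 higher and 9 lower in AA. None was called with an estimated correlation, where the smallest adjusted p was 0.302. By fry, only markers of endothelial cells passed (adjusted p = 0.0354), and markers of macrophages and monocytes had an adjusted p of 0.0786.

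Markers of macrophages and monocytes lay higher in AA, with a median log2 fold change of 1.89 over 11 genes (adjusted p = 5.07e-08 from camera, and adjusted p = 0.302 with an estimated correlation). Markers of general leukocytes had a median of 1.34 (adjusted p = 0.00317, and adjusted p = 0.407 with an estimated correlation), and those of smooth muscle and pericytes 1.36 (adjusted p = 0.00337, and adjusted p = 0.302 with an estimated correlation). Markers of endothelial cells had a median of 0.82 (adjusted p = 0.0146, and adjusted p = 0.302 with an estimated correlation), and those of fibroblasts and stroma 0.82 (adjusted p = 0.00976, and adjusted p = 0.420 with an estimated correlation). The last of these rests on 1 library: without AA library 2 the median of fibroblasts and stroma was 0.08 (adjusted p = 0.368). Markers of granulosa cells lay lower, with a median of −0.81 (adjusted p = 0.0120, and adjusted p = 0.420 with an estimated correlation). Adjusted over the list alone, 9 of the 11 macrophage markers were higher.

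Higher markers of other cells could come from a lower share of granulosa cells in the AA pools, which would raise every other cell type by the same factor. The medians of the 5 lists spread by 1.08, against an SD over members of 0.543 to 1.12 within a list, which cannot tell whether the factor is shared. The granulosa marker FSHR had a higher mean in AA while 8 of 9 granulosa markers tested lay lower. The theca marker INSL3 had a lower mean without a call, while APOD, another theca marker, was called higher with the replicate block. These single genes do not decide whether the share of granulosa cells was lower. The higher markers could also come from macrophages in the AA pools, and 14 of 14 macrophage markers in the table had a higher mean FPKM in AA, which is consistent with that. The paper found 98.0% of the isolated cells positive for FSHR and CYP17A1 mRNA below detection by qRT-PCR, and staining by pool is not used here. The scraped cells were mixed with the follicular fluid, which in AA held floating apoptotic granulosa cells. No cell counts were at hand to separate the explanations.

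Other lists lay higher in AA: extracellular matrix and proteases with a median of 0.56 (adjusted p = 6.08e-04 from camera, and adjusted p = 0.302 with an estimated correlation), immediate early and heat shock genes 0.48 (adjusted p = 0.00595, and adjusted p = 0.302 with an estimated correlation), inflammation 0.73 (adjusted p = 0.00469, and adjusted p = 0.407 with an estimated correlation). Interferon response had 0.53 with 17 of 17 genes positive (adjusted p = 0.00469, and adjusted p = 0.474 with an estimated correlation). Lysosome and autophagy had 0.33 (adjusted p = 0.00285, and adjusted p = 0.302 with an estimated correlation), and miRNA machinery 0.29 with 8 of 8 positive (adjusted p = 0.0166, and adjusted p = 0.428 with an estimated correlation).

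Lists that lay lower in AA were cholesterol synthesis and uptake with a median of −0.57 and 19 of 21 genes negative (adjusted p = 2.63e-04 from camera, and adjusted p = 0.420 with an estimated correlation), and nuclear oxidative phosphorylation −0.26 (adjusted p = 7.57e-04, and adjusted p = 0.420 with an estimated correlation). Mitochondrially encoded genes had −0.45 (adjusted p = 0.00976, and adjusted p = 0.482 with an estimated correlation), and the cell cycle −0.21 (adjusted p = 0.0192, and adjusted p = 0.542 with an estimated correlation). The lower cell cycle rests on AA library 2, without which the median was 0.01 (adjusted p = 0.923). Glutathione and antioxidant defence had −0.20 (adjusted p = 0.00976, and adjusted p = 0.302 with an estimated correlation), granulosa cell function −0.39 (adjusted p = 0.0356, and adjusted p = 0.434 with an estimated correlation) and steroidogenesis −0.076, with a mean of −0.55 (adjusted p = 0.0443, and adjusted p = 0.434 with an estimated correlation). Without HA library 3 the median of steroidogenesis was 0.11 (adjusted p = 0.279).

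Other calls were also lost on leaving out 1 library. Without HA library 3, interferon response, inflammation, granulosa cell function, the cell cycle, markers of granulosa cells and mitochondrially encoded genes were not called. Interferon response was also not called without AA library 1 or HA library 2, miRNA machinery without AA library 2 or HA library 2, and the cell cycle without HA library 1. Granulosa cell function and steroidogenesis were not called without AA library 2 or AA library 3, and mitochondrially encoded genes without AA library 3.

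The lists of predicted target genes that the paper names were chosen by the study from its own measurements and are not independent evidence. The circ_CBFA2T2 targets had a median of −1.00 over 6 genes (adjusted p = 2.23e-04 from camera, and adjusted p = 0.302 with an estimated correlation), with 4 lower and 0 higher when adjusted over the list alone. The circ_KIF16B targets had a median of 0.69 over 7 genes (adjusted p = 2.63e-04, and adjusted p = 0.302 with an estimated correlation), with 0 lower and 7 higher when adjusted over the list alone.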

How the results depend on the processing

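Thresholds looser than those planned, the covariate fits and the fits without AA library 2, AA library 3 and HA library 1 were chosen after the results had been seen, and the other alternatives before. The fits without these 3 libraries set AA library 1 alone against HA library 2 and HA library 3, so their calls are not given. Where a count changed, the cause was not tested unless the alternative states it.

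CircRNAs lower in AA numbered 1 by edgeR and 0 with the replicate block, with TMM, with no filter and with detection in at least 5 libraries. They also numbered 0 in the linear model after adjustment and in edgeR with the number detected as a covariate. At unadjusted p, edgeR gave 52 lower and 6 higher, without filter 31 and 13, with TMM 49 and 3, with DESeq2 45 and 10, and with the replicate block 11 and 4. The linear model gave 49 and 13, the same when adjusted over those selected only, and 48 and 7 with the covariate. The adjustment over those selected only could not drop any, because each had been chosen at an unadjusted p of at most 0.05. Leaving out a library gave 0 to 1 lower and 0 to 2 higher.

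Genes lower and higher by limma numbered 0 and 0, with the replicate block 0 and 13, and with median-ratio scaling 2 and 9. Thresholds alone gave 675 and 1043 at unadjusted p (with the block 429 and 774) and 45 and 198 at an adjusted p of at most 0.1 (with the block 11 and 73). Without the 3 libraries there were 54 and 116, and leaving out a library gave 0 to 22 lower and 0 to 75 higher. LncRNAs numbered 0 and 0, at unadjusted p 3 and 4 (with the block 2 and 3), and 0 to 1 in each direction on leaving out a library.

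The class level of circRNAs had a log2 ratio of −0.08, and −0.28 to 0.11 on leaving out a library. Its sign turned without AA library 1 (0.05) and without HA library 1 (0.11). Host genes with a leading circRNA numbered 0 by the exact test, which could not pass adjustment in these libraries, 6 by a share of at least 50% (8 in HA, 13 in AA), 19 with at least 2 times the reads of the next, and 3 with more reads in all 6 libraries. Gene lists called numbered 21, but 0 with an estimated correlation, with or without the block, and 13 to 19 on leaving out a library. By fry, only markers of endothelial cells passed.

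CircRNAs with a mean of more than 50 reads per library numbered 66, or 421 by reads summed over the libraries, and those with fewer than 10 made up 96.1%, or 63.2% by summed reads.

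The log2 change of circ_ZMYM4 minus that of its host mRNA was −4.27, and −4.95 to −3.15 on leaving out a library. Folds of named circRNAs without each library were added after the results had been seen, and the floor of circ_ZMYM4 fell from 36.3 to 9.47 without HA library 1.

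Of the values of 62 circRNAs under 1207 alternatives, 907 kept their side of the threshold, 6 became weaker, 294 stronger and 0 changed sign. Several alternatives drop the adjustment or adjust over the 62 alone, and the linear model at unadjusted p is the one that chose the 62. The stronger values and the kept signs were thus largely fixed by that choice and are no sign of robustness. Of 175 genes under 3092 alternatives, 2723 kept it, 369 became stronger and 32 (of 14 genes) changed sign, none with a call on either side. Limma called no gene, so none could become weaker, and the looser thresholds among the alternatives could only add calls. Of 28 lists under 329 alternatives, 265 kept it, 64 became weaker and 3 (of 1 list) changed direction, none with a call on either side. The replicate block changed no other call. At these depths a circRNA with fewer than 3 reads in a group cannot be told from none.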

Differences from the paper's values

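The settings named as added below were chosen after the paper's values and the results had been compared, and the others were set before the data were examined.

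For circRNAs with an average of more than 50 reads, the paper gives 441 and the mean per library gives 66. The sum over the 6 libraries, added after seeing the values, gives 421, which differs less. For the median length of exonic circRNAs the paper gives 900 nt and the deposited lengths give 557 nt, and no alternative was set.

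For host genes with a dominant circRNA, the paper gives 26 and the exact test gave 0, which carries no information, since with 6 libraries and 51 host genes the test could not pass adjustment unless 32 reached its smallest p. The previously set shares of at least 50% gave 6, 8 and 13, all different. Of the settings added, at least 2 times the reads of the next gave 19, which is close, and more reads in all 6 libraries gave 3.

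For circRNAs differing between AA and HA, the paper gives 62, with 49 lower and 13 higher, and edgeR called 1, with 1 lower and 0 higher. EdgeR recovered 0% of simulated circRNAs changed 64-fold at the dispersion of the real table. Its count thus cannot tell how many circRNAs differ. The previously set ordinary linear model at unadjusted p gave 62, 49 and 13. In the simulated counts it also selected 5.16% of unchanged circRNAs, so its count does not show how many circRNAs differ either. The previously set unadjusted p of edgeR gave 58, with 52 and 6, close in all but the higher ones, and it dropped 23 of the 62. The others set before the data were examined gave 0 to 1 lower and 0 to 2 higher. Of the settings added, adjustment of the linear model over the 62 alone kept all of them. That was fixed in advance, because each had been chosen at an unadjusted p of at most 0.05. DESeq2 at unadjusted p gave 55, with 45 and 10, and the replicate block at unadjusted p gave 15.

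The paper's adjusted p for circ_CBFA2T2 is 0.007, and edgeR gave 0.812. For circ_KIF16B the paper gives 0.004, and edgeR gave 0.998. All alternatives set before the data were examined differ from the paper for both, such as 0.518 for either in the linear model adjusted over all circRNAs. Adjusting the linear model over only the 62 circRNAs at unadjusted p of at most 0.05 and a fold change of at least 2, added after seeing the values, gave 0.00715 and 0.00375. The same adjustment lies within 0.001 of the FDR of 52 of the 52 circRNAs of Table 1, whose adjusted p over all circRNAs were 0.354 to 0.518. It leaves out the circRNAs that were not selected, so its values do not give a false discovery rate over the circRNAs examined.

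For KEGG pathways the paper's supplement gives a p of 0.000 for HTLV-I infection (0.260 by Fisher's exact test here), 0.004 for Pancreatic cancer (0.164), 0.012 for Oocyte meiosis (0.070), 0.013 for Cell cycle (0.125), 0.017 for Osteoclast differentiation (0.113), 0.035 for Maturity onset diabetes of the young (0.0578) and 0.041 for Dorso-ventral axis formation (0.113). No alternative was set for these. The p are not like for like. The paper used DAVID, and the annotation used here is that of the deposited gene table, with 10 annotated hosts and 173 background hosts. For Cell cycle (RB1, SMAD2) and Oocyte meiosis (CPEB2, PPP3CB) the genes are the same in both. For HTLV-I infection the paper has IL1R1, PPP3CB, RB1 and SMAD2, and the annotation used here has RB1 alone.

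The paper places circRNAs that differ on chromosomes 1 to 18 and X, and none of the 62 lay on X. It names apoptosis and Alzheimer's disease among the pathways of the host genes, and no host gene of the 62 carries either in the deposited gene table. It describes a clear separation of HA and AA by clustering, which was seen on the 62 circRNAs chosen for the difference and not on all circRNAs.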

Other observations

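The gene lists were fixed before the data were examined, and so was a rule that named the called genes with the largest changes. Limma called 0 genes, so leading genes were taken at an adjusted p of at most 0.1 after the values were seen. Genes called with the block were also named after that. The comparison of splits and the weighing of patterns below were chosen after the results had been seen. In the gene table, several genes of mature granulosa cells had lower means in atretic follicles. CYP19A1, the aromatase that makes estradiol, was 220 ± 90.0 FPKM (SD, n = 3) in AA and 866 ± 164 FPKM (SD, n = 3) in HA (adjusted p = 0.0568 from limma). LHCGR, the receptor for luteinizing hormone, was 48.5 ± 23.8 and 236 ± 58.2 FPKM (adjusted p = 0.0594), and LRP8, a lipoprotein receptor, 150 ± 69.8 and 771 ± 337 FPKM (adjusted p = 0.0594). FSHR, the receptor for follicle stimulating hormone, lay the other way, at 90.1 ± 1.84 in AA and 37.6 ± 11.9 FPKM in HA (adjusted p = 0.0594). IGF1 was 99.8 ± 18.7 and 165 ± 21.2 FPKM (adjusted p = 0.129). None of these passed an adjusted p of 0.05 in limma, which called 0 of 11001 genes, with 675 lower and 1043 higher at unadjusted p. The groups did not overlap for 2312 genes (21.0%), where chance gives 10%, but they were 3280 when AA library 1, AA library 2 and HA library 3 were set against the others, so the number does not mark the real grouping.

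With the replicate number as a block, limma called 13 genes higher and 0 lower: APOD, CCDC80, CEMIP, CLU, CRABP2, LGALS3, MSMB, PLAT, RUNX2, THBS1, COL12A1 under 2 identifiers and 1 gene without a symbol. COL12A1, a collagen of dense tissue, was 207 ± 151 FPKM (SD, n = 3) in AA and 9.03 ± 0.161 in HA. THBS1, which activates TGFβ and blocks vessel growth, was 351 ± 229 and 31.9 ± 2.26 FPKM. CEMIP, which breaks down hyaluronan, was 58.7 ± 58.1 and 1.07 ± 0.324 FPKM, and CLU, a chaperone found with dying cells, 184 ± 75.4 and 34.5 ± 2.26 FPKM. PLAT, the tissue plasminogen activator, was 61.3 ± 25.8 and 13.5 ± 3.90 FPKM. C1QA, a complement gene of macrophages, was 58.2 ± 55.9 and 3.93 ± 2.30 FPKM, and CD68, a macrophage lysosomal gene, 15.8 ± 14.7 and 0.862 ± 0.202 FPKM. Among pericyte genes, RGS5 was 250 ± 66.6 and 40.8 ± 27.8 FPKM. C1QA, CD68 and RGS5 were not called, with adjusted p of 0.140, 0.0948 and 0.0794 from limma with the block. The spread within AA was wide for most of these genes.

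Of the theca markers, CYP17A1 was 0.0686 FPKM in AA and 0.622 in HA and too low to test, and INSL3 was 15.5 and 32.3 FPKM (adjusted p = 0.214 from limma). STAR, which brings cholesterol into mitochondria, was 1.13 and 16.1 FPKM (adjusted p = 0.372). APOD, also among the theca markers set beforehand, lay the other way and was called higher in AA with the replicate block. The theca markers given here are not the whole list. Of the lncRNA transcripts, 109 were tested and limma called 0 lower and 0 higher (smallest adjusted p = 0.321), with 3 lower and 4 higher at unadjusted p.

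Among the lists not called by camera were apoptosis machinery, with a median log2 fold change of 0.21 (adjusted p = 0.163), endoplasmic reticulum stress with −0.15 (adjusted p = 0.448), hypoxia and glycolysis with 0.00 (adjusted p = 0.326) and the IGF system with 0.28 (adjusted p = 0.448). Genes of circRNA biogenesis and turnover had 0.10 (adjusted p = 0.448) and ribosomal proteins −0.05 (adjusted p = 0.562).

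The paper measured target genes by qRT-PCR, and the RNA-seq values of some of them in these libraries are as follows. Of the predicted circ_CBFA2T2 targets, GCLC was 523 ± 147 FPKM (SD, n = 3) in AA and 1066 ± 206 in HA (adjusted p = 0.129 from limma), GCLM 45.6 ± 9.98 and 73.4 ± 11.4 (adjusted p = 0.169), SLC25A4 17.6 ± 6.56 and 68.5 ± 35.4 (adjusted p = 0.12) and IL33 28.4 ± 17.5 and 109 ± 68.6 FPKM (adjusted p = 0.168). SGPP1 was 6.59 ± 1.84 and 18.0 ± 17.9 FPKM (adjusted p = 0.467). Of the predicted circ_KIF16B targets, TP53INP1 was 42.0 and 26.6 FPKM (adjusted p = 0.264) and FRZB 5.54 ± 1.28 and 2.09 ± 0.430 (adjusted p = 0.129). HIP1, IKBKB, SGPL1 and LTBR had log2 fold changes of 0.54, 0.79, 0.57 and 0.69. PTGIS (1.28 and 0.506 FPKM), RPS6KA2 (1.24 and 0.456) and TGFB2 (5.05 and 0.237) were too low to test. PHLDA3, which restrains AKT, was 4.11 ± 2.60 and 0.889 ± 0.770 FPKM (adjusted p = 0.213). BBC3, also called PUMA, was 2.13 ± 0.624 and 0.741 ± 0.293 FPKM (adjusted p = 0.267).

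The 62 circRNAs of the linear model could reflect how the libraries happened to be grouped, and of the 10 splits of the 6 libraries into 3 and 3, 4 gave at least 62 and the highest other gave 106. The splits are too few for a share under 0.05. For those lower in AA as a set, a change of the host transcript of the size measured for the circRNAs was not seen: the log2 change of the circRNA minus that of the host mRNA was −2.56 (median of 41, SD 0.982). For circ_NR5A2 it was, with −1.16 for the host mRNA and −1.10 for the circRNA. The 62 were chosen for large changes, so their size is overstated, and a small part of the host transcripts stays open. The unequal numbers of circRNAs detected could play a part, and 47 of the 62 stayed with that number as a covariate, which cannot exclude it because the 62 were chosen on these libraries.

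AA library 2, AA library 3 and HA library 1 held fewer circRNAs at higher reads each. Lower mapped depth, a test predicted before it was run, does not account for this. When the other 3 libraries were thinned to the smallest depth, HA library 2 kept the fewest circRNAs. Its mean was 2475 (SD 14.6 and minimum 2429 over 100 draws), against 1620 in the highest of the low libraries. Fewer RNA molecules behind the reads could lie behind the low numbers. In the low libraries at least 29.2% of genes of 5 to 10 mean scaled counts stood at 0, against at most 18.8% in the others, which goes with that. The split that sets these 3 libraries against the others is the one that gave 106 circRNAs.

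For other counts, the 10 splits gave these values, and are likewise too few for a share under 0.05. EdgeR called 1 circRNA, a count reached by 2 splits, and the highest other split also gave 1. Genes at unadjusted p numbered 1718, a count reached by 2 splits, with 2567 in the highest other. Genes called numbered 0, reached by 10 splits, with 1 in the highest other, and lncRNAs called numbered 0, reached by 10, with 0 in the highest other. Gene lists called numbered 21, reached by 1 split, with 19 in the highest other.

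Host mRNAs of circRNAs lower in AA also lay slightly lower than other host mRNAs, with a median log2 fold change of −0.21 over 41 genes against −0.06 over 612. The genes are not independent replicates and the circRNAs were chosen on the same 6 libraries, so the permutation over genes that was run does not cover variation between libraries, and the gap is given without a p.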
